# Loss of Hepatocyte-Nuclear-Factor-1α Impacts on Adult Mouse Intestinal Epithelial Cell Growth and Cell Lineages Differentiation

**DOI:** 10.1371/journal.pone.0012378

**Published:** 2010-08-24

**Authors:** Carine R. Lussier, François Brial, Sébastien A. B. Roy, Marie-Josée Langlois, Elena F. Verdu, Nathalie Rivard, Nathalie Perreault, François Boudreau

## Abstract

**Background and Aims:**

Although Hnf1α is crucial for pancreas and liver functions, it is believed to play a limited functional role for intestinal epithelial functions. The aim of this study was to assess the consequences of abrogating Hnf1α on the maintenance of adult small intestinal epithelial functions.

**Methodology/Principal Findings:**

An *Hnf1α* knockout mouse model was used. Assessment of histological abnormalities, crypt epithelial cell proliferation, epithelial barrier, glucose transport and signalling pathways were measured in these animals. Changes in global gene expression were also analyzed. Mice lacking *Hnf1α* displayed increased crypt proliferation and intestinalomegaly as well as a disturbance of intestinal epithelial cell lineages production during adult life. This phenotype was associated with a decrease of the mucosal barrier function and lumen-to-blood glucose delivery. The mammalian target of rapamycin (mTOR) signalling pathway was found to be overly activated in the small intestine of adult *Hnf1α* mutant mice. The intestinal epithelium of *Hnf1α* null mice displayed a reduction of the enteroendocrine cell population. An impact was also observed on proper Paneth cell differentiation with abnormalities in the granule exocytosis pathway.

**Conclusions/Significance:**

Together, these results unravel a functional role for Hnf1α in regulating adult intestinal growth and sustaining the functions of intestinal epithelial cell lineages.

## Introduction

The small intestinal epithelium consists of villi and crypts lined with proliferative stem and progenitor cells. These cells ensure constant renewal of the epithelium throughout the life of the individual [1], [2]. The suckling-weaning transition occurs during the third post-natal week and leads to profound changes in intestinal gene expression and epithelial cell function for the establishment of the adult functional mucosa [3], [4]. The mature epithelium of the small intestine is composed of four major cell lineages including enterocytes, enteroendocrine, goblet and Paneth cells. Enterocytes express several intestinal epithelium gene products involved in carbohydrates and lipids absorption, transport and metabolism as well as in barrier integrity to ensure protection from the luminal side and optimal blood nutrient and hormone delivery to the organism.

Several transcription factors have been identified to participate in intestinal epithelial cell determination and gut functions [1], [4]. The zinc finger GATA4 is crucial for jejunal absorption of dietary fat [5]. Conditional ablation of the homeobox *Cdx2* in the mouse intestinal endoderm impairs intestinal identity [6]. The transcriptional regulators *Hnf1α* and *Hnf4α* are direct transcriptional targets of Cdx2 in this context [6]. Loss of *Hnf4α* during late mouse embryonic gut development results in minor alterations of intestinal homeostasis [7]. The impact of sole *Hnf1α* deletion is currently assumed to be of no consequence on adult intestinal epithelium homeostasis [8], [9]. Bosse and colleagues reported that Hnf1α was required for lactase-phlorizin hydrolase gene expression *in vivo* but did not investigate the overall impact of Hnf1α loss on the intestinal transcriptome and intestinal epithelial functions [10]. Very recently, D'Angelo and colleagues reported that both Hnf1α and Hnf1β were required to be inactivated in order to impact on intestinal epithelial terminal differentiation in mice [9]. In the course of their studies, these authors only focused on young animals and did not provide with an extensive characterization of the *Hnf1α* null mouse intestinal phenotype.

HNF1α is a homeodomain-containing transcription factor expressed in the liver, kidney, pancreas, stomach and intestine [11], [12]. *Hnf1α* knockout mouse models display both Laron-type dwarfism and non-insulin-dependent diabetes characterized also with a marked liver enlargement [13], [14] and alterations in the maintenance of normal endocrine pancreas [15]. Hnf1α is expressed in the nucleus of intestinal epithelial cells in the embryo and early after birth and vanishes during the first two weeks of mouse post-natal life to reappear during the suckling-weaning transition[8] [16]. These observations are in line with the possibility that intestinal Hnf1α expression could be of no functional importance during post-natal development and become relevant during the onset and the maintenance of adult life.

To clarify the impact of Hnf1α loss of function on intestinal epithelial physiology, we undertook the characterization of adult small intestinal epithelium integrity in a mouse model that was knocked out for the *Hnf1α* gene [14]. We report that loss of Hnf1α results in important intestinal epithelial disorders affecting enterocyte barrier function, enterocyte glucose transport, homeostasis of crypt proliferation and disturbance of intestinal epithelial cell lineages functions during adult life.

## Results

### *Hnf1α* deletion alters the architecture of adult small intestinal epithelium and leads to intestinalomegaly

A mouse *Hnf1α* knockout colony was generated by breeding the previously reported *Hnf1α* mutant strain in which *Hnf1α* gene expression was inactivated with the removal of the first exon that resulted in the abolition of *Hnf1α* gene transcription [14]. As previously reported, *Hnf1α* mutant mice displayed a critical reduction in their growth during post-natal development that was maintained during adulthood (data not shown). We observed that ∼25% of the mutant died during the first 36 h after birth. Total RNA and protein isolated from the jejunum and subjected to RT-PCR and Western showed that mutant mice did not produce significant levels of wild-type *Hnf1α* mRNA (Figure 1A) and protein (Figure 1B). Macroscopic analysis of intestinal morphology in young *Hnf1α* mutant pups did not reveal significant difference with control littermates. However, the intestine of adult *Hnf1α* mutant animals was longer and markedly expanded (Figure 1C) despite the fact these mutant mice were significantly reduced in size as compared with those of control littermates. Statistical analysis indicated a significant increase of 1.33-fold in length (Figure 1D), 1.20-fold in relative weight per length (Figure 1E) and 2.02-fold in relative weight to total body weight (Figure 1F) of the small intestines of 4 month-old mutant mice compared with those of control littermates. Significant but less prominent increases in the length and relative weight of the small intestine were also observed in 1 month old mutant animals as compared with those of control littermates (Figure 1D and F). Hematoxylin and eosin staining of jejunum and ileum sections revealed abnormal branching of the villi in the mutant animals (Figure 2A and B, right panels), a feature that was first observed at 1 month-old to become more frequent in the adult intestinal mucosa. A significant 11% decrease of jejunum villi length was observed in 1 month-old *Hnf1α* mutant mice as compared to control mice (Figure 2C, left panel). In opposition, a significant 23.6% increase of ileum villi length was observed in 4 month-old *Hnf1α* mutant mice as compared to control mice (Figure 2C, right panel). Jejunum and ileum crypts length was significantly increased (10.2% at 1 month and 20.3% at 4 months for the jejunum; 16.5% at 1 month and 11.8% at 4 months for the ileum) in *Hnf1α* mutant mice as compared to control mice (Figure 2D). Increase in intestinal crypt proliferation, a process of crypt fission that occurs more frequently during the first 3 weeks of post-natal life to decline afterward [17], was also observed in adult mutant mice compared with those of control littermates. The intestinal crypt fission rate, calculated as the number of dividing crypts per 200 crypts per animal (Figure 3A), was significantly up-regulated more than 2.9-fold in the jejunum and 6.5-fold in the ileum (Figure 3B) in adult *Hnf1α* mutant mice as compared to controls. This rate did not reach significance in 1-month-old *Hnf1α* mutant mice (Figure 3B). A minor but significant 10% increase of the index of epithelial cell proliferation was observed in the small intestine of 1-month-old *Hnf1α* mutant mice as determined by BrdU incorporation (Figure 3C). This tendency was more marked (23%) in 4-month-old *Hnf1α* mutant mice (Figure 3C).

**Figure 1:**
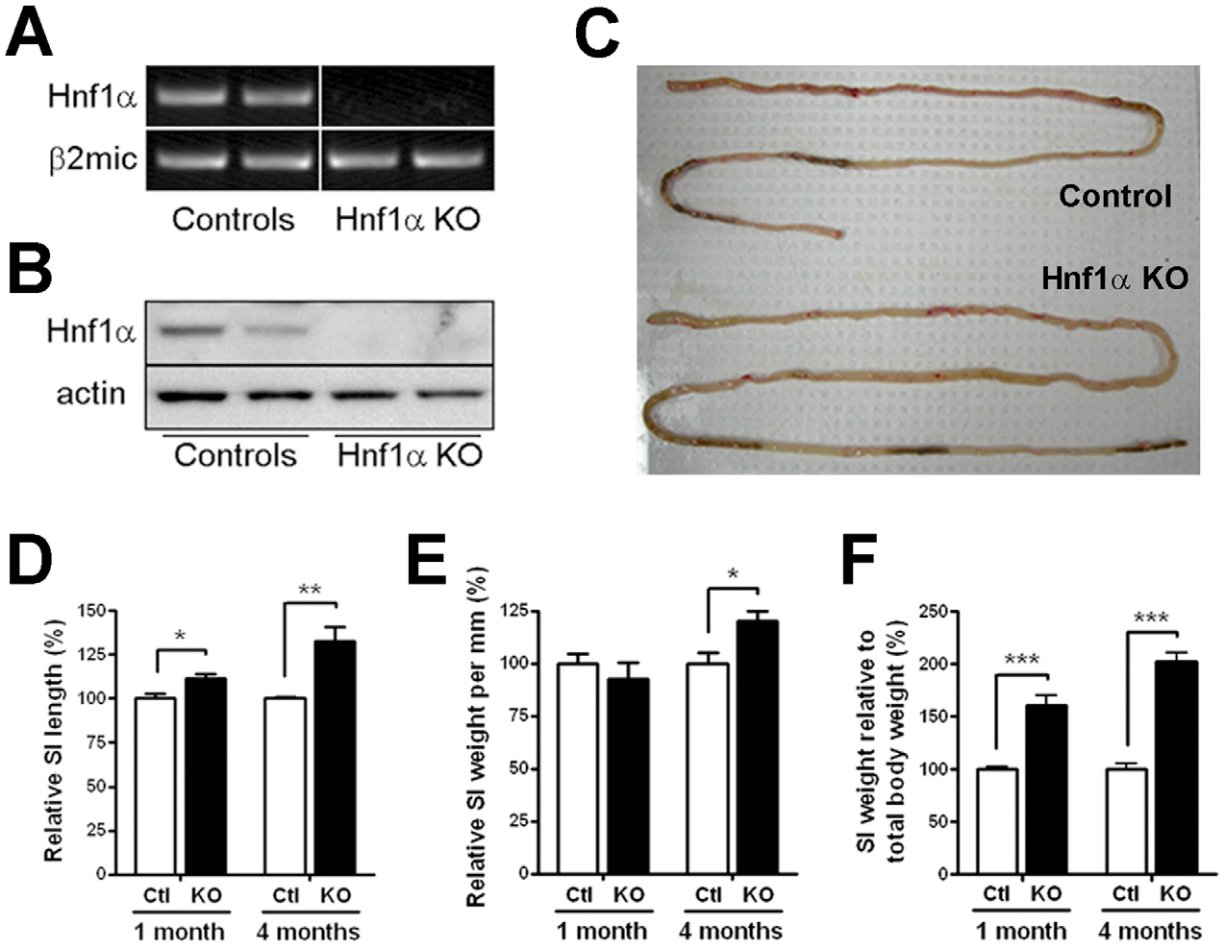
*Hnf1α* null mice display intestinalomegaly. (A) RT-PCR detection of *Hnf1α* was performed on total small intestinal RNA extracts. *β2-microglobulin* (β2mic) mRNA level was monitored as a housekeeping gene control. (B) Western blot analysis was performed on total small intestinal mucosa lysates with an antibody specific for the detection of Hnf1α. Specific detection of actin was done to control for protein integrity. (C) Photograph of representative 5-month-old control and *Hnf1α* null small intestines. Statistical analysis of 4-month-old mice small intestine (SI) relative length (D), relative weight per mm (E) and weight relative to mouse total body weight (*F*). n = 5-10; *P<0.05; **P<0.01;***P<0.001.

**Figure 2:**
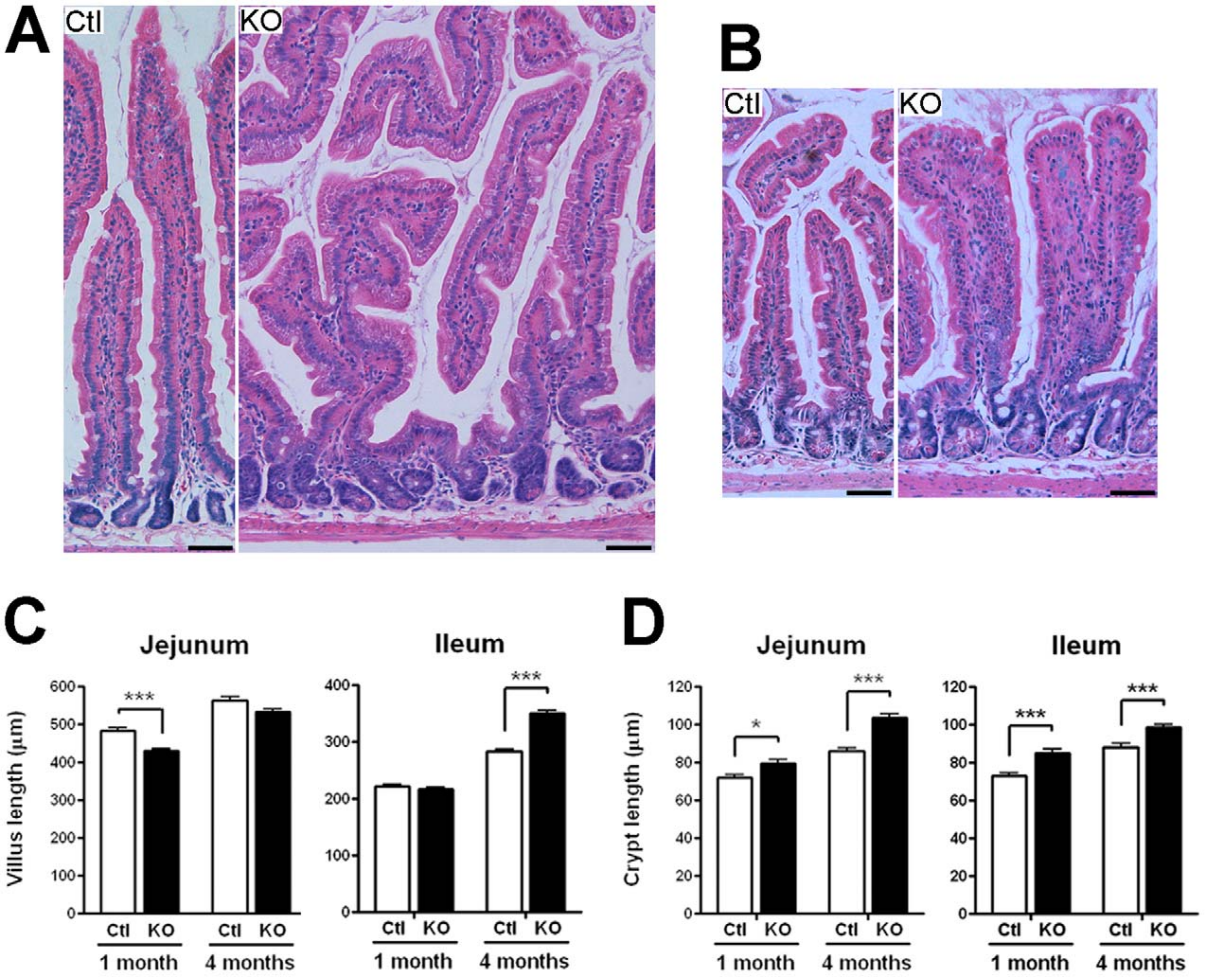
Loss of *Hnf1α* results in disturbed crypt-villus architecture. Haematoxylin and eosin stained micrographs of the jejunum (A) and the ileum (B) of 4-month-old mice. Bar = 50 µm. Statistical analysis of villus (C) and crypt length (D) of jejunum and ileum of 1-month and 4-month-old mice. n = 3; total of 99-120 villi and 120 crypts. *P<0.05; ***P<0.001.

**Figure 3:**
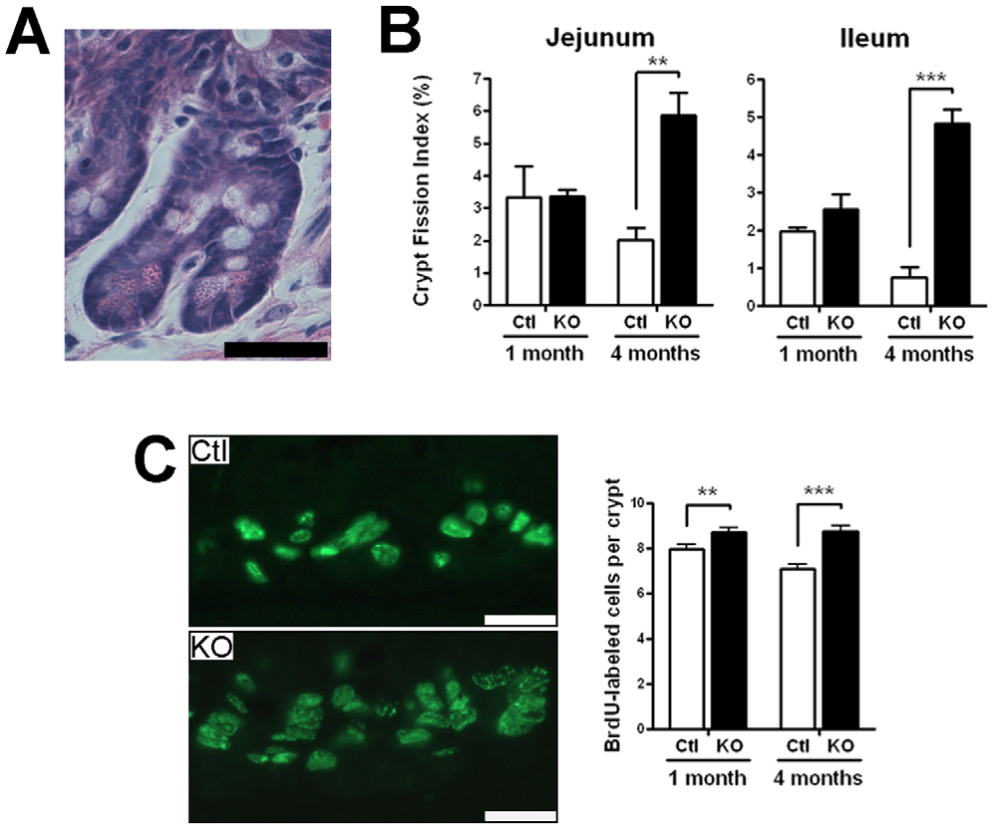
Loss of *Hnf1α* results in increased crypt proliferation index. (A) Haematoxylin and eosin stained micrograph of a representative dividing crypt event. Bar = 30 µm. (B) Statistical analysis of the percentage of dividing crypt unit (crypt proliferation index) in the jejunum and ileum of 1-month and 4-month-old mice. n = 3-4. (C) Representative immunofluorescence for BrdU performed on sections of jejunum of both control (Ctl) and *Hnf1α* null mice (KO) (left panels). A statistical analysis of the number of BrdU labeled cells in the jejunum of 1-month and 4-month-old mice. n = 3; total of 85 and 105 crypts, respectively (right panel). **P<0.01; ***P<0.001.

### The intestinal epithelial mTOR/S6K signalling pathway, but not the β-catenin pathway, is upregulated in adult Hnf1α deleted mice

Adult *Hnf1α* mutant mice displayed a dramatic increase in intestinal crypt proliferation resulting in organomegaly. Because the Wnt/β-catenin signaling pathway is crucial in the regulation of gut epithelial cell proliferation [1], the level of β-catenin activity was next compared between *Hnf1α* mutant and control mice. Western blot analysis on total extracts obtained from small intestinal mucosa scrapping showed no significant modulation of total β-catenin between *Hnf1α* mutant and control mice (Figure 4A). No change in the level of unphosphorylated active form of β-catenin on serine 37 was observed. We have also verified the phosphorylation status of β-catenin on serine 552, a process regulated by AKT and reported to promote β-catenin stability and nuclear localization [18]. The phosphorylation status of β-catenin at this specific amino acid residue remained unchanged between *Hnf1α* mutant and controls (Figure 4A). This finding was also confirmed by immunofluorescence for which no difference in nuclear β-catenin labelling was observed (data not shown). The expression of the *Axin2* and stem cells expressing leucine rich repeat-containing G protein-coupled receptor 5 (*Lgr5*) gene transcripts, two well established targets of Wnt signalling in intestinal epithelial cells [19], [20], was not affected by the loss of *Hnf1α* (Figure 4B). One specific signalling pathway that regulates cell growth and metabolism is mTOR [21]. To investigate the activation status of the mTOR signalling pathway, the phosphorylation of S6, which is catalyzed by S6 kinase in an mTOR-dependent manner [22], was monitored in the small intestinal epithelium of *Hnf1α* mutant and controls mice. Western blot analysis showed that the S6 phosphorylation at Ser235/236 was elevated more than 5-fold in the small intestinal epithelium of 4 month-old *Hnf1α* mutant mice as compared with control mice (Figure 4C–D). S6 phosphorylation levels was not yet significantly modulated in the small intestine of 1 month-old *Hnf1α* mutant mice (Figure 4D) which was consistent with the observed delay in the amplification of crypt unit proliferation during the adult life of these mutant mice (Figure 3). One crucial negative regulator of mTOR signalling is the tuberous sclerosis protein TSC2 [21]. Although TSC2 gene transcript remained stable during post-natal development and adult life (data not shown), TSC2 protein was down modulated by 50% in the small intestinal epithelium of adult *Hnf1α* mutant mice as compared with control mice (Figure 4C–D). The PI3K/Akt and AMP-activated protein kinase (AMPK) pathways are important regulators of TSC2 protein function and stability. AMPK and AKT phosphorylation-activated status was not significantly modulated in the small intestinal epithelium of 4-month-old *Hnf1α* mutant mice as compared with control mice under our experimental conditions (Figure 4E). Another important molecular entity that inhibits mTOR signalling is the Ddit4l/REDD2 that acts downstream of Akt and upstream of TSC2 preventing the inhibitory binding of 14-3-3 to TSC2 [23]. Since no commercial antibodies were available for Ddit4l/REDD2, total RNA was isolated from the small intestine of *Hnf1α* mutant and control mice at different time points during post-natal development. qRT-PCR analyses showed that the Ddit4l/REDD2 gene transcript was significantly increased during the suckling-weaning transition in control mice, a tendency that was abolished in the small intestine of *Hnf1α* null mice (Figure 4F).

**Figure 4:**
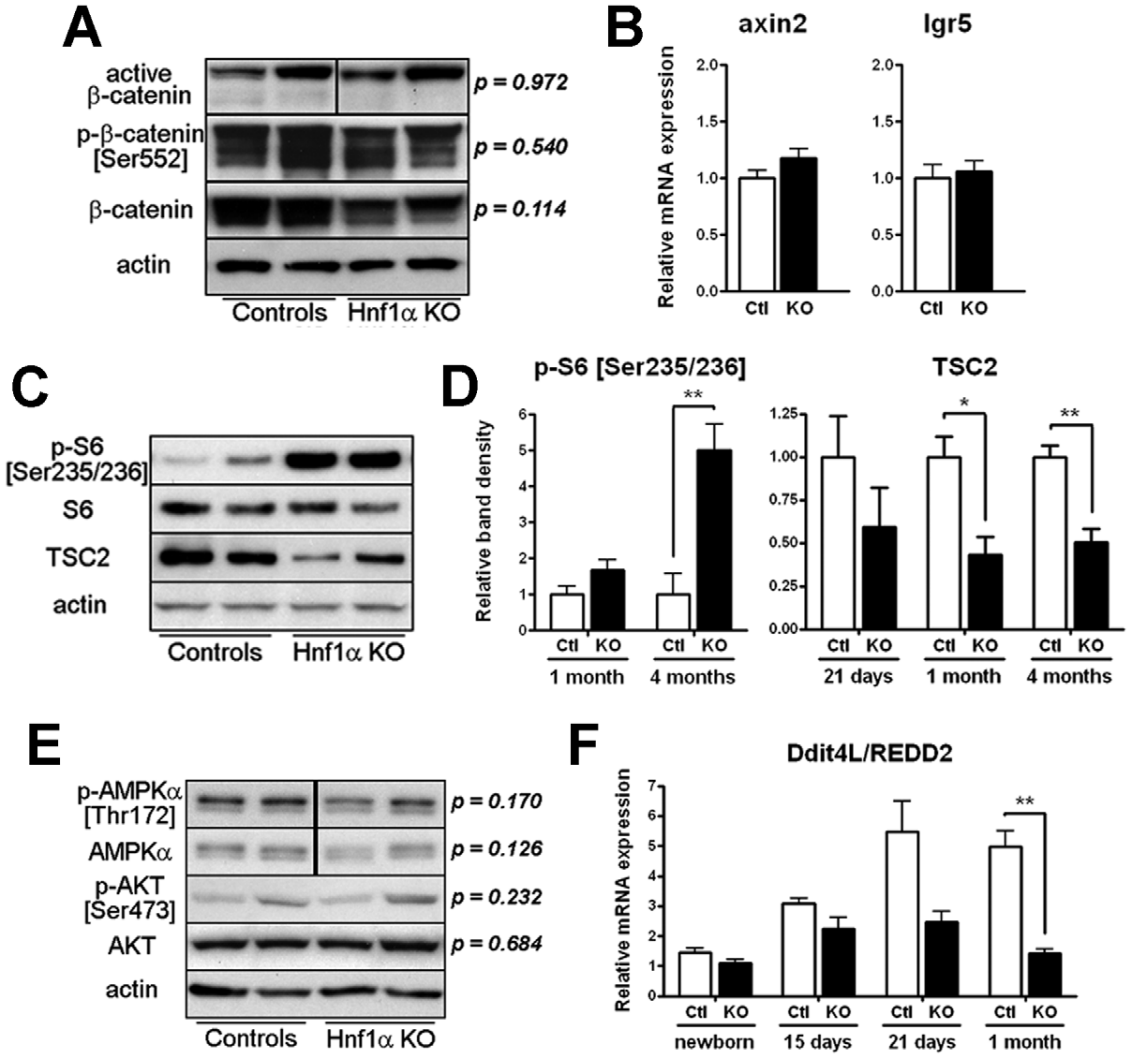
*Hnf1α* null mice display an increase in mTOR signalling. (A) Total protein extracts of 4-month-old mice were analyzed by Western blot for the detection of the active form of β-catenin dephosphorylated on Ser37 or Thr41, the active form of β-catenin phosphorylated on Ser552 and the total β-catenin. Band densities relative to the actin level were calculated for each sample and expression variation was statistically validated. n = 4. (B) qRT-PCR analysis of axin2 and lgr5 was performed on total RNA extracts from 4-month-old mice. n = 5-10. (C) Total protein extracts of 4-month-old mice were analyzed by Western blot for the detection of S6 ribosomal protein phosphorylated on serine 235/236, total S6 and total tuberous sclerosis 2 (TSC2). Specific detection of actin was done to control for protein integrity. (D) Total protein extracts were analyzed by Western blot for the detection of S6 ribosomal protein phosphorylated on serine 235/236 and total TSC2. Band densities relative to the actin level were calculated for each sample and expression variation was statistically validated. n = 3-6. (E) Total protein extracts of 4-month-old mice were analyzed by Western blot for the detection of total and activated forms of AMPKα and AKT. Band densities relative to the actin level were calculated for each sample and expression variation was statistically validated. n = 4-7. (F) qRT-PCR analysis of Ddit4L/Redd2 was performed on total RNA extracts at different time points during post-natal development. n = 5-10 per time point. *P<0.05; **P<0.01.

### The enterocyte differentiation program, mucosal barrier function and lumen-to-blood glucose delivery are altered in Hnf1α deleted mice

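Total RNA from the distal jejunum of 3 mutant mice and 3 control littermates, all 4 months old, was hybridised to Affymetrix Mouse Genome 430 2.0 arrays, with 1 animal on each array. Each transcript is read on this array by 1 or more probe sets, groups of short oligonucleotides that mostly lie near the 3′ end. The authors reduced each probe set to 1 value by RMA (robust multi-array average), which corrects the background, gives all arrays the same distribution and summarises the probes. The values are on a log2 scale, and the array medians lie between 6.07 and 6.13. Of 45037 probe sets, 34945 are annotated to 1 gene symbol, 932 to several and 9160 to none in the annotation used here. For each gene the probe set with the highest mean over the 6 arrays was kept, which left 18193 genes. Mutant and control arrays were compared with limma's moderated test, and p-values were adjusted over all genes (Benjamini-Hochberg). A gene is called lower or higher in the mutant where its adjusted p is under 0.05. The choice of probe set sets the size of some changes, as 9010 genes have more than 1, but no gene has probe sets called in opposite directions. The number of arrays limits the precision. In simulated data with 3 arrays against 3, 50 of 18193 genes were changed at each size. There the same test recovered 22% of changes of 0.5 log2 units, 84% of changes of 1 unit and 94% of changes of 2 units. The real arrays gave 847 calls. The adjusted threshold depends on the number of changed genes, so these shares do not carry over directly to the real arrays.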

A gene expression profiling was next performed to investigate whether the loss of *Hnf1α* could have an impact on the intestinal gene network and epithelial associated functions. A statistical analysis (*p*≤0.05) predicted 317 unique mouse transcripts to be modulated between adult control and mutant jejunum samples (differential ratio ≥2.0, Table S1). 

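Among the called genes, the 10 largest falls in the mutant jejunum included 3 UDP-glucuronosyltransferases and genes of varied function. Ugt2b5 and Ugt2a3 encode UDP-glucuronosyltransferases, which attach glucuronic acid to steroids, bile acids and drugs, and had log2 fold changes of -6.20 (standard error 0.37, adjusted p = 0.000428) and -6.01 (standard error 0.22, adjusted p = 6.55e-05). Ugt2b5 was at 9.59 ± 0.83 (SD, n = 3) log2 units in control jejunum and at 3.40 ± 0.07 (SD, n = 3) in the mutant. Tinag, which encodes a basement membrane antigen first described in renal tubules, fell by 5.57 on the log2 scale, Mptx1, of the pentraxin family, by 5.22, and Ugt2b36 by 4.57. Tmed6 (-5.16), Mtmr11 (-4.87), the mitochondrial carrier Slc25a45 (-4.81) and the aldo-keto reductase Akr1c13 (-4.61) were also among the largest falls. The mutant means of Ugt2b5, Tinag, Tmed6 and Slc13a1 lay within the range of Y-linked genes on these arrays, 3.21 to 5.02, all of which have high Xist. The sizes of these falls are bounded by background and may be lower limits. The mutant means of Ugt2a3 (5.17), Mtmr11 (5.20) and Ugt2b36 (5.20) lay just above this range, so their falls may be lower limits too. Hsd17b13, an enzyme of lipid droplets, had the largest rise, with a log2 fold change of 4.96 (standard error 0.28, adjusted p = 0.000428), although its other probe set gave a mutant to control ratio of 0.495. Other large rises among the called genes were in 1810065E05Rik (3.02), the thiamine transporter Slc19a3 (2.73), Cblif (2.53), which encodes gastric intrinsic factor, the aldo-keto reductase Akr1b8 (2.32), Mgat4c (2.30), the drug efflux pump Abcb1a (2.12), Flrt2 (2.03) and the phospholipase Pla2g5 (1.93). The control means of 1810065E05Rik and Pla2g5 lay within the range of the Y-linked genes, so their rises may be lower limits too.

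**Figure D1:**
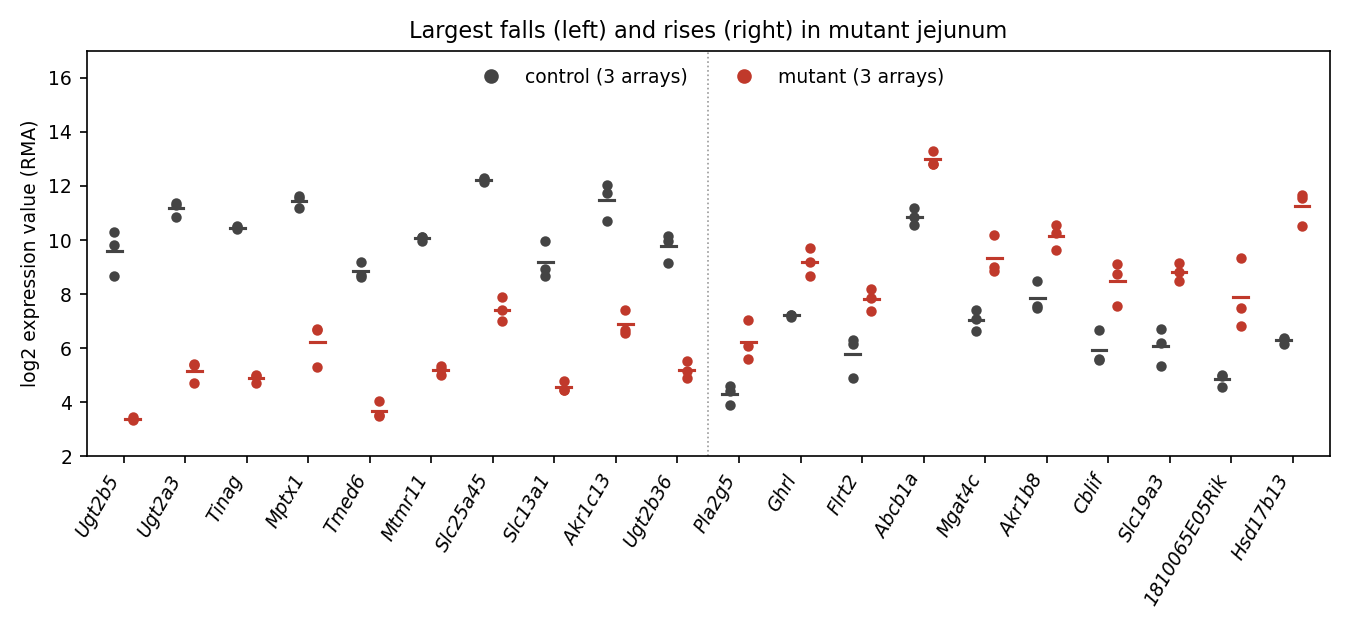
Expression values on the log2 scale (vertical axis, RMA) of the 10 called genes with the largest falls and the 10 called genes with the largest rises. Points are single arrays (grey, control; red, mutant; 3 each) and short lines are group means. For each of the 20 genes shown the 3 mutant arrays lie on the same side of all 3 control arrays.

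Of the 18193 genes, 441 were lower and 406 higher in the mutant. In all 847 the mutant and control arrays did not overlap, as in 27.3% of all genes, where chance gives 10%. Large changes were mostly falls: 55 genes were lower and 8 higher by at least 4-fold. At the thresholds of the study, an unadjusted p of at most 0.05 and a ratio of at least 2, probe sets of 332 gene symbols passed, 207 lower and 126 higher, with 1 symbol in both directions. Of these, 235 symbols also passed with adjusted p-values. The arrays also hold tissue below the epithelium. Of 12 smooth muscle markers 0 were called by either adjustment; their median log2 fold change was -0.62, with the lowest values in mutant replicate 3 (camera, adjusted p = 0.000142; adjusted p = 0.516 with an estimated correlation). The counts of calls rest on every array. Without control replicates 1, 2 and 3 in turn, 211, 300 and 256 genes were called, and without mutant replicates 1, 2 and 3, 554, 461 and 680. Of the 19 called genes named here, 13 kept their call in all of these fits; 1810065E05Rik, Cblif, Akr1b8, Mgat4c, Flrt2 and Pla2g5 lost it without 1 of the control arrays or, for some, mutant replicate 1 or 2 (adjusted p up to 0.128).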

To gain insight into how these modifications relate to epithelial cell functions, IPA software was utilized to categorize the down-modulated genes by biological function. This analysis identified carbohydrate metabolism, small molecule biochemistry and transport, lipid metabolism and endocrine system development as being the most important gene networks predicted to be down-modulated in the *Hnf1α* mutant small intestine (Table S2). 

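Some enzymes of the brush border and 2 gut hormones were lower in the mutant jejunum, and ghrelin was higher. Lct, which encodes the disaccharidase lactase, had a log2 fold change of -2.95 (standard error 0.42, adjusted p = 0.0133), from 14.05 ± 0.11 (SD, n = 3) in control to 11.10 ± 0.96 (SD, n = 3) in mutant jejunum. The brush border peptidases Mep1a, a subunit of meprin, and Dpep1 fell by 2.19 and 2.45 on the log2 scale. Of 16 measured disaccharidases and brush border hydrolases, 7 were lower and 1 was higher (9 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 2.28e-05; adjusted p = 0.369 with an estimated correlation). Among the hormones, neurotensin (Nts, -0.99), peptide YY (Pyy, -0.72) and the granule protein chromogranin B (Chgb, -0.99) were lower, and ghrelin (Ghrl) was higher, with a log2 fold change of 1.98 (standard error 0.23, adjusted p = 0.00668). Chga, which encodes chromogranin A, had a log2 fold change of -0.70 (adjusted p = 0.0854), somatostatin (Sst) one of -1.23 (adjusted p = 0.0662) and the incretin Gip one of -0.87 (adjusted p = 0.0809). Of 20 enteroendocrine hormones and granule proteins, 3 were lower and 1 was higher, and 8 were lower when adjusted over the list alone (camera, adjusted p = 0.000346; adjusted p = 0.515 with an estimated correlation). The mean of this list, relative to all arrays, was -0.59 log2 units in mutant replicate 3 and -0.04 and 0.06 in mutant replicates 1 and 2. In control replicates 1, 2 and 3 it was 0.212, 0.0988 and 0.252, above every mutant array. Mutant replicate 3 was also the lowest array for fibroblast and neuron markers. Without that array camera still passed for the hormone list at the preset correlation (adjusted p = 0.00202). Dpp4, the peptidase that inactivates incretins, had a log2 fold change of -0.78 (adjusted p = 0.0104), and its probe sets gave ratios from 0.35 to 0.688.

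**Figure D2:**
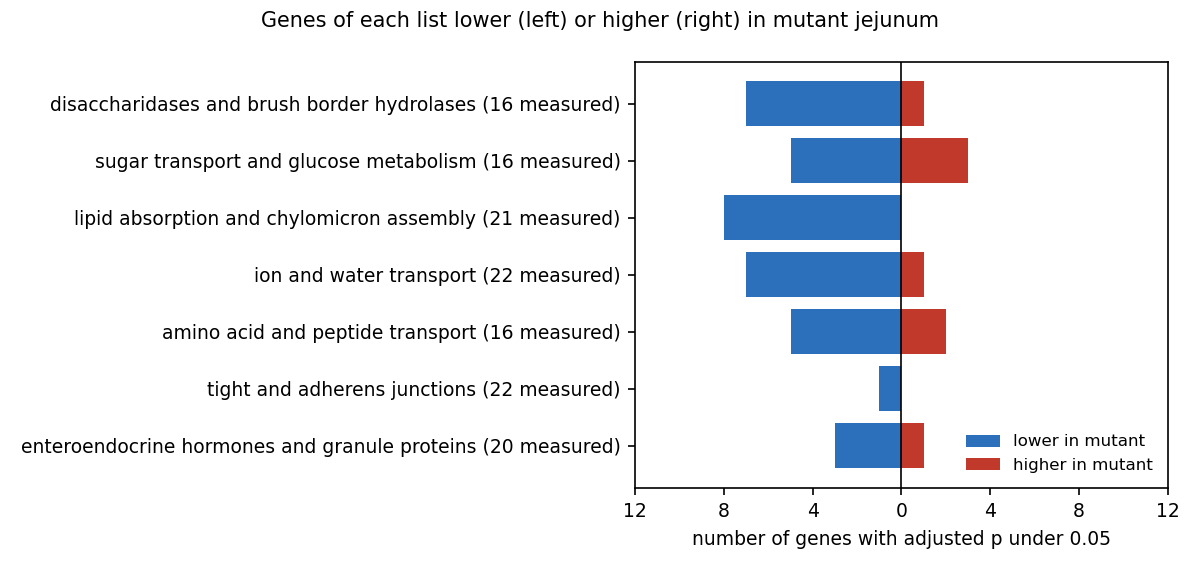
Number of genes of 7 lists with an adjusted p under 0.05 in limma, lower (blue, to the left of 0) or higher (red, to the right) in the mutant; labels give the number of genes measured. The list of lipid absorption and chylomicron assembly holds 8 lower and 0 higher genes, and that of tight and adherens junctions 1 lower gene.

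Of the 25 genes of Table S2 measured here, 18 were lower, 1 was higher and the remaining 6 had the direction of the table without passing the test. By its sections, 7 of 8 genes of molecular transport, 3 of 4 of glucose metabolism, 4 of 5 of lipid metabolism and 4 of 8 of enteroendocrine function were lower. The genes of Table S2 were chosen by the study on these same 6 arrays, and the gene lists had been written after reading its tables, so neither is independent evidence of direction. Lct lost its call without any 1 of the control arrays (adjusted p up to 0.0706), as did Chgb and Pyy (up to 0.15), which lost it without most or all of the other arrays too; Nts lost it without any array except control replicate 2 (up to 0.104), and Dpp4 without control replicate 1 or 3 (up to 0.0548). Without control replicate 1, 4 of the brush border genes and 0 of the hormones were called lower, and 12 genes of Table S2 were called. From the biological functions that IPA, a pathway database, assigned to the genes with lower expression, the paper identifies those it describes as the most important among the networks predicted to be lower in the mutant.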

Intestinal barrier function was next assessed by Ussing chamber technique since several genes involved in ion transport and barrier function were shown to be significantly altered in *Hnf1α* mutant. 

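Several transport genes and the guanylin peptides were lower in the mutant, while most junction genes did not pass the test. Slc13a1, a sodium-sulfate cotransporter, had a log2 fold change of -4.63 (standard error 0.31, adjusted p = 0.000784), from 9.19 ± 0.68 (SD, n = 3) in control to 4.56 ± 0.19 (SD, n = 3) in mutant jejunum, a level within the range of Y-linked genes, at which the fall may be a lower limit. Guca2b and Guca2a encode uroguanylin and guanylin, ligands of guanylate cyclase C that drive chloride and fluid secretion, and had log2 fold changes of -4.48 and -3.50. The water channels Aqp1 (-1.73, standard error 0.14) and Aqp7 (-1.80, standard error 0.17; its mutant mean lies in the same background range, so this too may be a lower limit) were also lower, as was Pdzd3 (-1.62), a scaffold protein of the brush border. The sodium-hydrogen exchanger Slc9a2, named after its values were seen, was higher (0.65). Of 22 genes of ion and water transport, 7 were lower and 1 was higher (13 lower and 4 higher when adjusted over the list alone), with an adjusted p of 3.06e-06 from camera (adjusted p = 0.285 with an estimated correlation). Slc34a2, a sodium-phosphate cotransporter, had a log2 fold change of -1.59 and did not pass (standard error 0.55, adjusted p = 0.158). Among the other transporters of Table S2, the mutant to control ratio was 0.298 for the efflux carrier Slc47a1, 0.499 for the prostaglandin transporter Slco2a1 and 0.421 for the gap junction protein Gjb1 (limma, adjusted p = 0.00437, 0.0123 and 0.0025). Of 22 genes of tight and adherens junctions, only Cgn, which encodes cingulin, was called, with a log2 fold change of -0.59 (2 lower when adjusted over the list alone; 21 not called; camera, adjusted p = 0.289; adjusted p = 0.522 with an estimated correlation). Of the genes of the transport list, 8 stand in the tables of the study, which had been read when the list was written. Slco2a1 lost its call without control replicate 1 or 2 (adjusted p up to 0.0618), Cgn without any array except mutant replicate 3 (up to 0.129) and Slc9a2 without any array except control replicate 3 (up to 0.152).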

Adult *Hnf1α* mutant mice showed a significant 69% increase in small intestinal paracellular permeability to ^51^Cr-EDTA as compared to controls (Figure 5A, left panel). In addition, baseline *I*_sc_ was decreased more than 52% in the small intestine of adult *Hnf1α* null mice as compared to controls demonstrating that a decrease in active epithelial ion transport was also taking place in these animals (Figure 5A, right panel). Decrease in intestinal mucosal ion transport can impact on lumen-to-blood glucose transport [24]. In addition, *Hnf1α* null mice displayed an important down-regulation of G6PC and glucose-6-phosphate transporters (Table S1), both direct targets for Hnf1α transcriptional action [25], [26]. 

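Both genes of the glucose-6-phosphatase system, which releases glucose from glucose-6-phosphate in the endoplasmic reticulum, were lower in the mutant jejunum. G6pc, the catalytic subunit, was at 11.20 ± 0.40 (SD, n = 3) log2 units in control and at 9.57 ± 0.35 (SD, n = 3) in mutant jejunum. This is a log2 fold change of -1.63 (standard error 0.24, adjusted p = 0.0139 from limma). Slc37a4, the transporter that carries glucose-6-phosphate into the endoplasmic reticulum, was at 11.17 ± 0.25 (SD, n = 3) in control and at 9.40 ± 0.18 (SD, n = 3) in mutant jejunum, a log2 fold change of -1.77 (standard error 0.15, adjusted p = 0.00167 from limma). For both genes every mutant array lay below every control array. Slc37a4 kept its call when any 1 array was left out, and G6pc lost it without control replicate 1 or 2 (adjusted p up to 0.0746).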

In order to test whether intestinal epithelial cells were affected in their capacity to deliver blood glucose from intestinal luminal content, we undertook standardized oral administration of D-glucose in overnight fasted *Hnf1α* mutant and control mice. As previously reported [15], the basal blood glucose concentration was significantly higher in *Hnf1α* mutant as compared to control mice (Figure 5B). Blood glucose levels peaked at 15–30 min after glucose administration and thereafter declined in both *Hnf1α* mutant and control mice (Figure 5B). However, the rate of plasma glucose delivery during the first 15 min following gastric glucose administration was significantly lowered by more than 43.3% in *Hnf1α* mutant when compared to control mice (Figure 5C–D).

**Figure 5:**
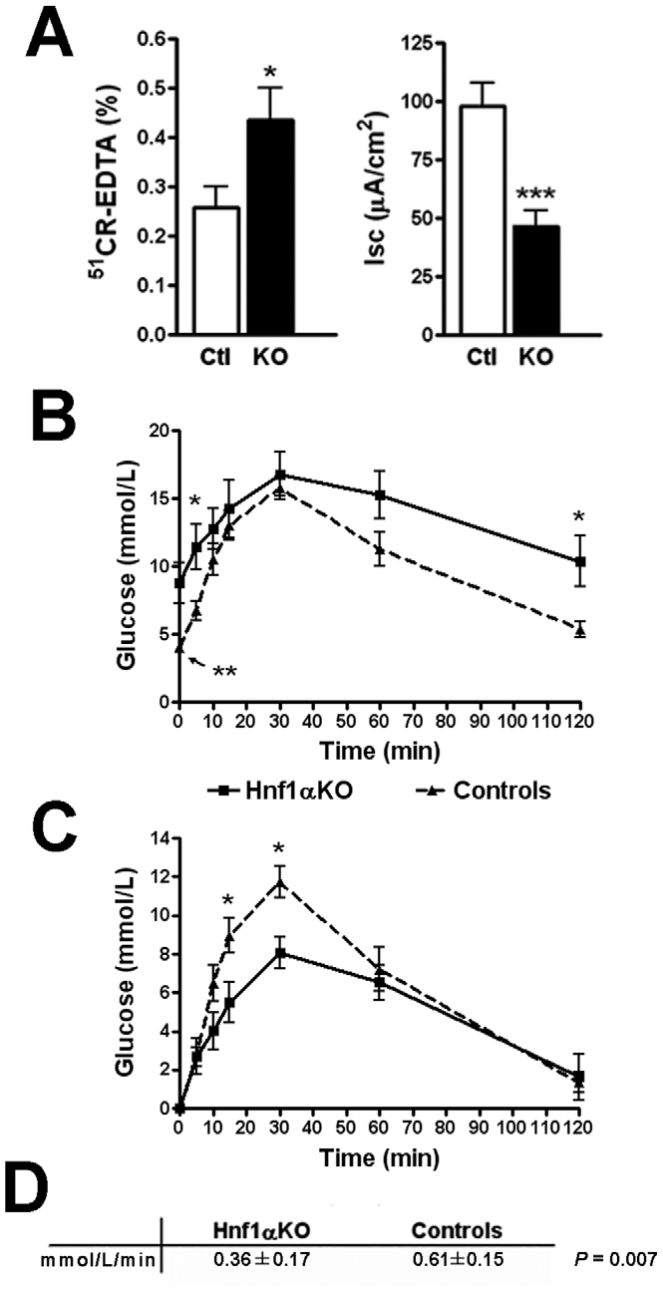
Barrier functions and glucose transport are deregulated in the *Hnf1α* mutant intestine. (A) Statistical analysis of small intestinal permeability for ^51^CR-EDTA and ion transport as measured by short circuit current (*I*_sc_). n = 5-6. (B) Glucose plasma concentration at 0 (before) and 5, 10, 15, 30, 60, and 120 min after administration of glucose through gastric gavage. n = 6-8. (C) Glucose plasma concentration net increase after calibration of starting glucose concentration for each group at 0. (D) Linear regression T test analysis of glucose plasma concentration between 0 and 15 min. *P<0.05; ***P<0.001.

### The Paneth and enteroendocrine cell lineages are deregulated in Hnf1α deleted mice

The effect of *Hnf1α* deletion on the maturation of intestinal epithelial secretory cell lineages was next monitored. The number of goblet cells was first compared between *Hnf1α* mutant and control mice by alcian blue staining. The relative number of goblet cells per length units was modestly but significantly increased in the jejunum crypts of *Hnf1α* mutant mice and significantly decreased in the ileum villi of the same individuals (Figure 6A). However, these subtle modifications did not impact on overall gene transcript expression of goblet cell markers as revealed by qRT-PCR analyses of trefoil factor 3 and mucin 2 transcripts expression (Figure 6B). Although lysozyme staining of the Paneth cells was consistently more diffused in *Hnf1α* mutant crypts, a significant 40.5% increase in the number of positive cells per crypt was denoted in the *Hnf1α* mutant mice as compared to control mice (Figure 6C, right panel). qRT-PCR analyses showed a significant 30.6% reduction in the expression of lysozyme transcript in the *Hnf1α* mutant mice as compared to control mice (Figure 6D). Electron micrograph of Paneth cells confirmed abnormal cellular morphology with aberrant and disorganized granules in the *Hnf1α* mutant mice (Figure 6E). Thus, the number of Paneth cells was increased but these cells were less mature in *Hnf1α* mutant mice. The number of chromogranin A positive enteroendocrine cells per villus was significantly decreased in newborn (29%) and adult (59%) mutant mice as compared to control mice (Figure 7A). The analysis of several targets associated with enteroendocrine differentiation revealed significant modulations of chromogranin A (Chga), somatostatin (Sst), gastric inhibitory polypeptide (Gip), Ghrelin (Ghrl) and Pax6 gene transcripts expression (Figure 7B). Overall, these observations indicated that loss of *Hnf1α* had a significant impact on terminal differentiation of multiple intestinal epithelial cell lineages.

**Figure 6:**
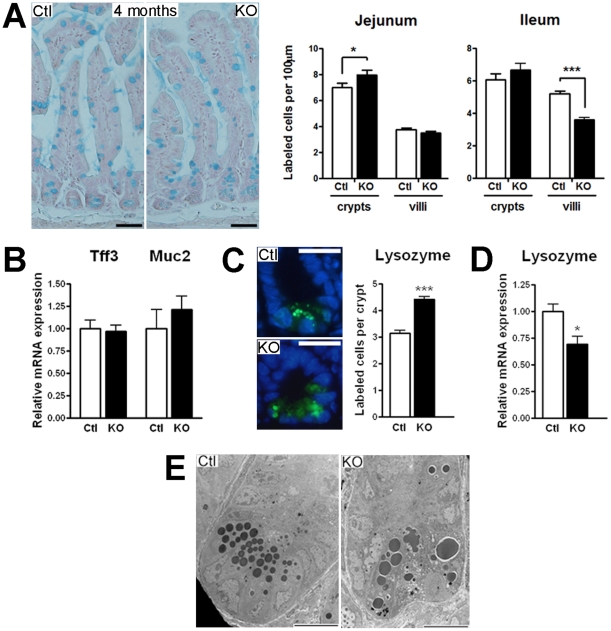
Loss of *Hnf1α* leads to deregulation of Paneth cells homeostasis. (A) Jejunum and ileum tissue sections were used to perform alcian blue staining. Representative micrographs and statistical analyses of the number of positive labeled-cells per length units of crypts and villi. n = 3; total of 75 villi and 60 crypts. Bar = 50 µm (B) Quantitative RT-PCR (qRT-PCR) analysis of trefoil factor 3 (Tff3) and mucin 2 (Muc2) was performed on total RNA extracts from 4-month-old mice. n = 5-10. (C) Lysozyme immunodetection was performed on ileum tissue sections of 4-month-old mice. Nuclei were stained in blue with Dapi. Representative micrographs and statistical analyses of the number of positive cells per crypt. n = 3-4; average of 35 crypts per animal. Bar = 20 µm (D) qRT-PCR analysis of lysozyme was performed on total RNA extracts from 4-month-old mice. n = 5-10. (E) Electron microscopic analysis of 4-month-old mice ileum sections. Bar = 10 µm. *P<0.05; ***P<0.001.

**Figure 7:**
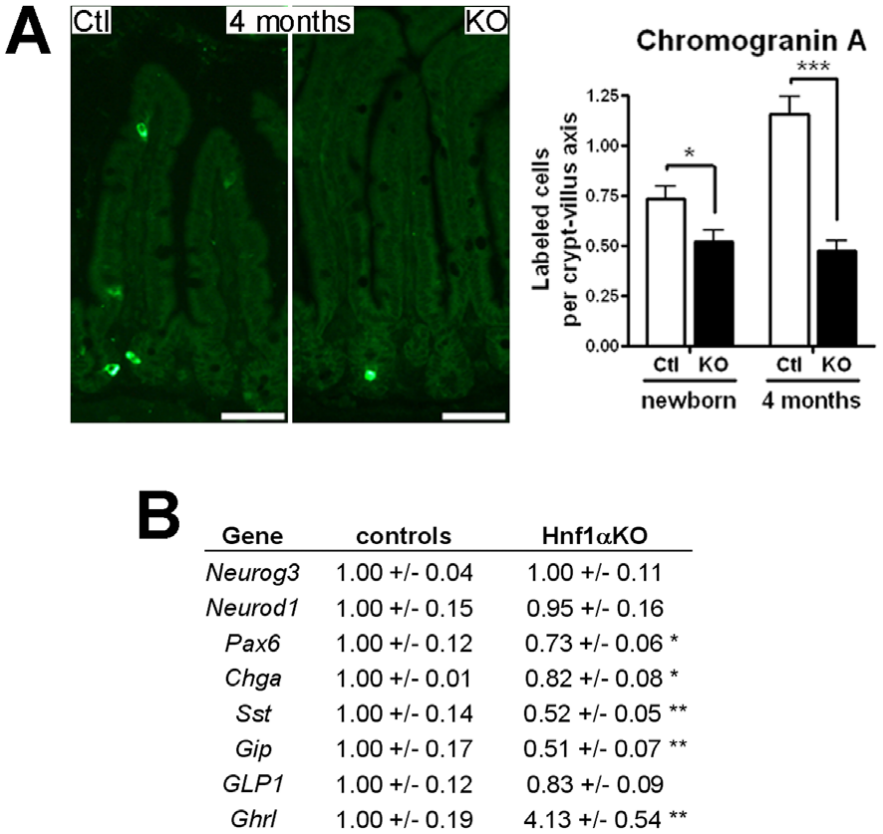
Loss of *Hnf1α* leads to deregulation of enteroendocrine cell production. (A) Chromogranin A immunodetection was performed on ileum tissue sections. Representative micrographs and statistical analyses of the number of positive labeled-cells per crypt-villus axis. n = 3-4; average of 40 crypt-villus axis per mouse. (B) qRT-PCR analysis performed on total RNA extracts from 4-month-old mice (means +/- SEM). n = 5-10. *P<0.05; **P<0.01; ***P<0.001.

## Discussion

Although Hnf1α was demonstrated to regulate several intestinal epithelial specific genes *in vitro*, the general assumption was that Hnf1α loss of function did not significantly influence intestinal homeostasis [9] [10]. Our analysis demonstrates a fundamental role for Hnf1α in regulating adult intestinal epithelium functions including enterocyte barrier and metabolic functions, enteroendocrine cell specification and Paneth cell maturation. Recent findings suggest that *Hnf1α* and *Hnf1β* were both needed to be inactivated in order to significantly affect intestinal epithelial functions [9]. We provide here the important conclusion that abrogation of *Hnf1α* alone is important to maintain intestinal epithelium basic functions during adulthood. One possible explanation for our divergent conclusions is that these authors restrained their analyses to young adult mice, a period where the defects noted in our analysis are in the process of being manifested.

We provide two possibilities to explain the long time-frame intestinal effects associated with the loss of Hnf1α function. First, the delayed intestinal phenotype could be associated with the profile of Hnf1α protein distribution during intestinal post-natal development. Indeed, Hnf1α protein expression is shut down during early intestinal post-natal development to become reexpressed at the suckling-weaning transition [10], [16]. Thus, the effect of removing Hnf1α expression would not affect intestinal functions during this specific developmental transition because of natural decline of Hnf1α intestinal epithelial expression in control mice. Coincidently, the expression pattern for TSC2 and Ddit4l/REDD2 are affected in Hnf1α null mice beginning at this transition. During post-natal intestinal growth, most new crypts will emerge from a process of crypt fission that is highly active in a short postnatal period to decline drastically after weaning [27]. Thus, Hnf1α spontaneous down-modulation during early post-natal intestinal development could result in a molecular cascade that no longer restricts intestinal crypt proliferation and tissue growth, a process that is overly persisting in adult *Hnf1α* mutant mice and thus becoming only apparent on the long term. One important component that governs intestinal crypt proliferation is the APC/β-catenin pathway [17]. Loss of *Hnf1α* function did not influence intestinal epithelial β-catenin activity based on β-catenin phosphorylation status, nuclear localization and expression assessments of direct β-catenin dependent transcriptional targets. The mTOR signalling pathway, whose activation has been functionally linked to the development of many cancers including colonic adenomas [28], was found to be up-regulated in *Hnf1α* null intestinal epithelium and could be responsible for the amplification of crypt proliferation and intestinal growth. A second possibility to explain the long term nature of the intestinal defects as observed in this mouse model could be related to non-autonomous causes dependent on other Hnf1α depleted tissues. Future experimental designs to specifically and solely delete the *Hnf1α* gene in the intestinal epithelium will address this matter.

We have recently reported that deletion of intestinal epithelial *Pten* led to intestinalomegaly [29], an observation that was consistent to what seen in many other organs [30]. In addition, branching of villi and multiplication of crypts units were similarly observed in absence of epithelial Pten [29]. It has been well described that Pten, through inactivation of Akt, can negatively control translation mechanisms through its regulation of mTOR/S6K signalling, thus influencing cell growth and protein synthesis [22]. Our data highlight the sustained activation of the mTOR signalling pathway in the intestinal epithelium of *Hnf1α* mutant mice correlating with the activation of a subset of genes involved in translational regulation (Table S3). However, the mTOR interacting components influenced by the loss of Hnf1α are more likely to be independent of Pten signalling since Akt remained unchanged in the intestinal epithelium of *Hnf1α* null and control mice. 

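By their kept probe sets, the genes of Table S3 had mostly positive log2 fold changes in the mutant jejunum, below 1 in size. Of the 15 genes, 5 passed the test. Eif2b1, a subunit of the nucleotide exchange factor of eIF2, had a log2 fold change of 0.68 (standard error 0.09, adjusted p = 0.0108), Iars2, the mitochondrial isoleucyl-tRNA synthetase, 0.81 (standard error 0.14, adjusted p = 0.0227) and the transglutaminase Tgm2 0.82 (standard error 0.13, adjusted p = 0.0188). Gfpt1, the entry enzyme of hexosamine synthesis, was also higher (0.41). Eif2ak1, a kinase that phosphorylates eIF2 and so slows translation initiation, was lower, with a log2 fold change of -0.33 (adjusted p = 0.0495). The cytosolic synthetases Mars1 (0.84, adjusted p = 0.0644), Cars (0.71, adjusted p = 0.231), Yars (0.66, adjusted p = 0.165), Iars (0.61, adjusted p = 0.074) and Nars (0.49, adjusted p = 0.101) did not pass.

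**Figure D3:**
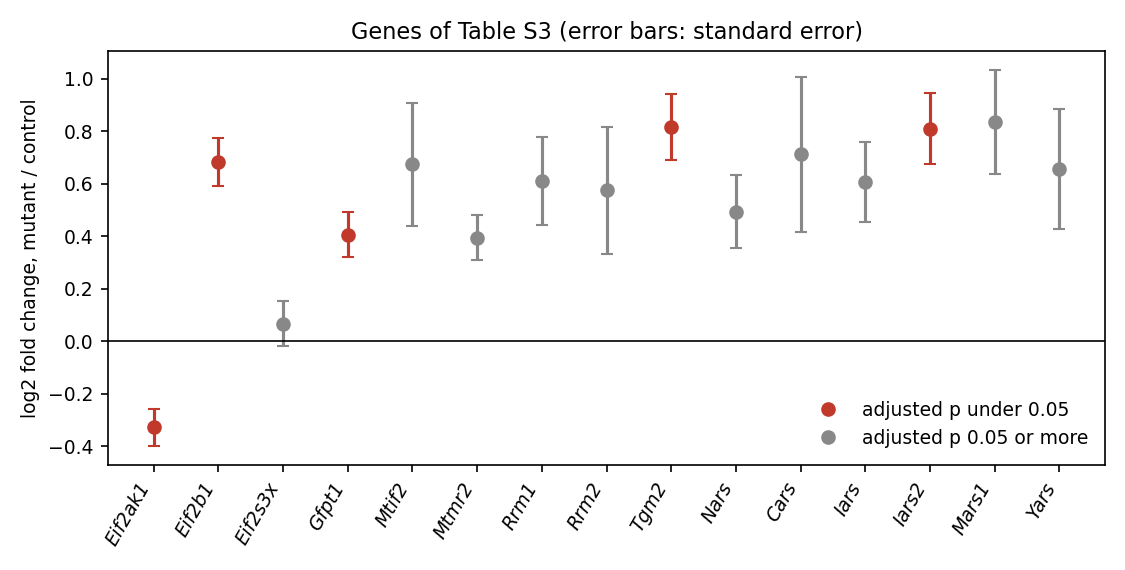
Log2 fold change (vertical axis, mutant over control jejunum, 3 arrays each) of the 15 genes of Table S3, with standard errors as bars. Red points are the 5 genes with an adjusted p under 0.05 in limma and grey points the others; Eif2ak1 lies below 0.

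All 15 genes had the direction of the table, and 5 of them (33.3%) were called. This count depends on the probe set kept. With the probe set of smallest p for each gene 9 were called, although that choice takes the smallest of several p-values. For 14 of the 15 entries a probe set of the gene has the printed value. Of 19 cytosolic aminoacyl-tRNA synthetases, 0 were called over all genes (9 higher when adjusted over the list alone), and their median log2 fold change was 0.38 (camera, adjusted p = 2.42e-06; adjusted p = 0.403 with an estimated correlation). Relative to all arrays, the mean of these synthetases was 0.43 log2 units in mutant replicate 3 and 0.04 and 0.12 in mutant replicates 1 and 2. In control replicates 1, 2 and 3 it was -0.239, -0.137 and -0.215, below every mutant array. Without mutant replicate 3 camera still passed for the synthetases at the preset correlation (adjusted p = 2.24e-05). Of 45 initiation and elongation factors, 3 were lower and 3 higher (4 and 9 when adjusted over the list alone; adjusted p = 0.0261; adjusted p = 0.559 with an estimated correlation). Without mutant replicate 2 or control replicate 1 the camera test of these factors did not pass (adjusted p = 0.0512 and 0.0542). Of 45 ribosomal proteins, 0 were called by either adjustment, with a median log2 fold change of -0.02 and a mean of 0.01 (camera, lower, adjusted p = 0.84). Of 27 genes of the mTOR pathway, 4 were lower and 2 higher (7 and 3 when adjusted over the list alone; camera, adjusted p = 0.142; adjusted p = 0.6 with an estimated correlation). The lower ones were Ddit4l (-0.94, adjusted p = 0.0262), also known as Redd2, Sesn2 (-0.59), Sesn3 (-0.98) and Deptor (-0.62), all reported to restrain mTOR complex signalling. The mutant mean of Ddit4l, 5.33, lies just above the range of Y-linked genes, with mutant replicate 3 at 4.94, so its fall may be a lower limit. The higher ones were Eif4ebp1 (0.89), a target of mTOR that holds back initiation, and Ddit4 (1.20), another mTOR inhibitor. Deptor, Eif4ebp1 and Ddit4 were named after their values were seen. The study picked the genes of Table S3 from these arrays, so their direction is not independent evidence. Each of these 11 calls was lost in at least 1 of the fits without an array, and always without control replicate 1 (adjusted p up to 0.152).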

AMPK, an energy sensor kinase that directly phosphorylates TSC2 to promote its activity for inhibition of mTOR [31], was not significantly altered in the intestinal mucosa of *Hnf1α* mutant mice under our experimental conditions. Ddit4l/REDD2 induction of expression was observed in the small intestine during the suckling-weaning transition in normal mice, a process that was inhibited in *Hnf1α* null mice. However, it remains unclear whether Ddit4l/REDD2 is directly targeted by Hnf1α during this transition. This possible molecular interaction represents a perspective for future directions.

Similar analogies can be made between our observations and the megaintestine phenotype that was reported to occur in claudin-15 deficient mice [32]. The lack of claudin-15 was shown to decrease paracellular ion conductance in gut epithelial cells resulting in hyperproliferation [32], fluid accumulation and the formation of multiple lumens in the zebrafish gut [33]. 

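Cldn15, which encodes the tight junction protein claudin-15, was at 12.10 ± 0.06 (SD, n = 3) log2 units in control and at 12.04 ± 0.07 (SD, n = 3) in mutant jejunum, a log2 fold change of -0.06 (standard error 0.08, adjusted p = 0.738 from limma). Solute carriers of amino acids went both ways. Slc6a20a, a carrier of proline and other imino acids, had a log2 fold change of -1.32 (standard error 0.12, adjusted p = 0.00214), and Slc7a9, the light chain of the cystine transporter, one of -1.37 (standard error 0.20, adjusted p = 0.0138). Slc16a10 (-0.56), the peptide transporter Slc15a1 (-0.78) and Slc7a7 (-0.43) were lower, and Slc7a5 (1.11) and Slc7a1 (0.91), carriers of neutral and of cationic amino acids, were higher. These 5 were named after their values were seen. Of 16 genes of amino acid and peptide transport, 5 were lower, 2 were higher and 9 did not pass the test (7 lower and 2 higher when adjusted over the list alone; camera, adjusted p = 0.00784; adjusted p = 0.403 with an estimated correlation). In this list 4 genes stand in the tables of the study and had been seen before it was written. When 1 array was left out, Slc6a20a alone of the 7 genes kept its call in every fit. Slc7a9 lost it without any 1 of the control arrays (adjusted p up to 0.0745) and the others without 4 or 5 of the 6 arrays (up to 0.16).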

Although claudin-15 gene transcript was not found to be modulated in the jejunum of *Hnf1α* null mice (Table S1), the findings that electric conductance and several solute carrier transporter genes were significantly impaired in the intestine of *Hnf1α* null mice are common to the claudin-15 null mice phenotype and thus could contribute to the increase in epithelial cell proliferation and the manifestation of the megaintestine phenotype as observed in our mouse model.

Total body energy homeostasis is importantly challenged in *Hnf1α* mutant mice [34] [13] [15]. 

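Afp, the fetal serum protein, had a log2 fold change of -3.96 (standard error 0.26, adjusted p = 0.000696) in the mutant jejunum. The mutant mean of its kept probe set, 5.27, lies just above the range of Y-linked genes, so this fall may be a lower limit. The 5 probe sets of Afp gave ratios of mutant to control from 0.00988 to 0.992. The lowest may itself be a limit, as the mutant mean of that probe set, 3.61, lies in the range of Y-linked genes. The probe set with the highest ratio is at about 5.2 in both groups. Hgfac, the protease that activates hepatocyte growth factor, fell by 1.39 on the log2 scale (adjusted p = 0.0133), and Anpep, the brush border aminopeptidase N, by 1.04 (adjusted p = 0.00962); both were named after their values were seen. Apoc3 had a log2 fold change of -0.38 and did not pass (adjusted p = 0.21). Hgfac lost its call without any 1 of the control arrays (adjusted p up to 0.0602), and Afp and Anpep kept theirs whichever array was left out. Alb, Ttr, Fga and Fgb, which are abundant in liver, had their highest value in mutant replicate 2.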

We found an important number of direct Hnf1α gene targets related to carbohydrate and lipid metabolism to be down modulated in the intestinal epithelium of adult *Hnf1α* mutant mice. The small intestine is the primary organ for lipids and glucose uptake, nutrients processing and then delivery to the circulating system. A defect in the expression of several lipids and glucose transporters as well as intestinal lumen-to-blood glucose delivery from epithelial cells could suggest an alteration in nutrient absorption that might also contribute to the wasting syndrome driven by the loss of *Hnf1α* [13].

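Several genes of lipid handling were lower in the mutant, whereas the glucose and fructose transporters went both ways. Fabp1, the liver-type fatty acid binding protein of enterocytes, had a log2 fold change of -3.99 (standard error 0.22, adjusted p = 0.000354), from 14.65 ± 0.11 (SD, n = 3) in control to 10.67 ± 0.47 (SD, n = 3) in mutant jejunum. Fabp2, the intestinal-type protein, had one of -0.03 (standard error 0.08, adjusted p = 0.876), but lies near the highest values of the arrays, where a change is poorly measured. The chylomicron protein Apoc2 fell by 2.08 on the log2 scale, and Abcg8 and Abcg5, which together return sterols to the lumen, had log2 fold changes of -1.81 and -0.93. Apoa4 had a log2 fold change of -0.85 (standard error 0.20, adjusted p = 0.0633). The control mean of its kept probe set, 14.91, also lies near the highest values, and the other Apoa4 probe set gave a mutant to control ratio of 0.430. Of 21 genes of lipid absorption and chylomicron assembly, 8 were lower and 0 higher (14 lower and 3 higher when adjusted over the list alone), with an adjusted p of 1.15e-07 from camera (adjusted p = 0.189 with an estimated correlation). Among the sugar carriers, Slc5a4b had a log2 fold change of -4.04 (standard error 0.30, adjusted p = 0.00113), Slc5a9, a carrier of mannose and other sugars, one of -2.52 (standard error 0.17, adjusted p = 0.000854; ratios from 0.0666, with a mutant mean in the range of Y-linked genes, to 0.233 over its 4 probe sets), and Slc5a4a was lower too (-1.92). Slc5a1, the sodium-glucose cotransporter of the brush border, was higher, with a log2 fold change of 0.58 (standard error 0.09, adjusted p = 0.0171), as were the fructose transporter Slc2a5 (0.69) and Khk, the kinase that starts fructose breakdown (0.45). Slc2a2, the basolateral transporter Glut2, had a log2 fold change of -0.42 (standard error 0.32, adjusted p = 0.508). Of 16 genes of sugar transport and glucose metabolism, 5 were lower and 3 higher (7 and 6 when adjusted over the list alone; camera, adjusted p = 0.1; adjusted p = 0.559 with an estimated correlation). Abcg5, Slc5a4a, Slc2a5 and Slc2a2 were named after their values were seen, and 6 of the lipid genes and 7 of the sugar genes had been seen in the tables of the study. The 4 lipid genes named as lower kept their call whichever array was left out, as did Slc5a4b and Slc5a9; Slc5a4a lost it without 3 of the arrays, Slc5a1 without 4 and Slc2a5 and Khk without 5 (adjusted p up to 0.135).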

Loss of *Hnf1α* impacts on the production of chromogranin A positive cells already at birth implicating a novel and direct role for this regulator in the differentiation of this cell lineage. Since Neurogenin 3 and NeuroD1 expression was not significantly modulated in the intestine of *Hnf1α* mutant mice, Hnf1α must act downstream of Neurogenin 3 and furthermore, independently of NeuroD1, to influence differentiation of chromogranin A cell subtypes. Paneth cells are crucial entities to protect the gut epithelium from bacterial invasions. A strong phenotypic parallel can be made with altered Paneth cell maturation that we observed in *Hnf1α* null mice and Paneth cell defect that occurs in mice deficient for the autophagy gene *Atg16l1* [35], [36]. ATG16L1-deficient Paneth cells exhibited abnormalities in the granule exocytosis pathway, a feature that was common to Crohn's disease patients that were homozygous for the *ATG16L1* disease risk allele. ATG1 kinase plays a pivotal role in the positive control of autophagy [37]. mTOR activation blocks ATG1 kinase activity resulting in inhibition of autophagy [38]. These phenotypic similarities suggest that Hnf1α could be functionally linked to molecular components that participate to the regulation of autophagy.

In conclusion, we have reported that Hnf1α loss of function impacts on adult intestinal epithelial cell basic functions in mice. We also showed that Hnf1α was potent to regulate intestinal epithelium growth in restricting activation of the mTOR signalling pathway specifically during the post-weaning period. These observations imply a critical and unsuspected role for Hnf1α in adult intestinal epithelium maintenance.

## Materials and Methods

### Animals and Ethics statement

The *Hnf1α* knockout mouse model was described elsewhere [14]. Mice were kept under pathogen free conditions and were tested negative for helicobacter, pasteurella and murine norovirus. *Hnf1α* knockout and control littermates were treated in accordance with a protocol reviewed and approved by the Institutional Animal Research Review Committee of the Université de Sherbrooke (approval ID number 102-10B) in conformity with the Canadian Council on Animal Care.

### Histologic staining and immunofluorescence

Small intestinal segments were fixed in 4% paraformaldehyde overnight at 4°C, dehydrated, embedded in paraffin and cut to 5-µm sections. Alcian blue and hematoxylin and eosin staining, as well as immunofluorescence were performed exactly as previously described [7]. The following affinity-purified antibodies were used: mouse anti-BrdU-fluorescein (11202693001; Roche Applied Science), rabbit Lysozyme (N1515; Dako), rabbit chromogranin A (20085; Immunostar) and rabbit Ki67 (RM-9106-R7; Thermo scientific).

### Ion transport and permeability measurement

Each jejunum segment of mouse aged of 3 months was opened along the mesenteric border, rinsed, and mounted in an Ussing chamber. Epithelial ion transport and permeability measurements were done exactly as described before [39].

### Gastric gavage and plasma glucose measurement

D-glucose diluted in water was administered to overnight fasted 2-month-old mice mice through a gastric tube (20G×1-1/2"; Popper and sons). Glucose plasma level was measured immediately before gastric gavage and at times 5, 10, 15, 30, 60 and 120 min with a FreeStyle Light apparatus (Abbott).

### RNA isolation and RT-PCR

Total RNA from small intestinal segment was isolated and qRT-PCR performed exactly as previously described [40]. Results were individually calibrated with TATA box binding protein (TBP). Primer sequences are available upon request.

### Microarray screening and data analysis

Probes for microarray analysis were generated from RNA isolated from the distal jejunum of 3 control and 3 *Hnf1α* ko mice at 4 months of age. Affymetrix GeneChip® Mouse Genome 430 2.0 arrays were screened via the microarray platform of McGill University and Génome Québec Innovation Center as previously described [41] (data are accessible through GEO series accession number GSE23040 and are all MIAME compliant). To test for statistically significant changes in signal intensity (*p* values of ≤0.05; EB Wright & Simon), compiled data (RMA analysis) were screened using FlexArray 1.1 (Genome Quebec). Data were analyzed through the use of Ingenuity Pathways Analysis (IPA) to generate networks of genes associated with biological functions and/or diseases (Ingenuity Systems, www.ingenuity.com).

### Western blot analysis

Enrichment of mucosal total protein extracts were obtained from starved mice ileum segments as previously reported [29] and electrophoresis and blotting were performed exactly as previously described [42]. The following antibodies from Santa Cruz Biotechnology were used: goat HNF1α (SC-6547), goat HNF4α (SC-6556), goat actin (SC-1615), rabbit phospho-AMPKα Thr172 (SC-33524). The following antibodies from Cell Signaling were used: rabbit phospho-β-catenin Ser552 (9566), rabbit S6 ribosomal protein (2217), rabbit phospho-S6 ribosomal protein Ser235/236 (4858), rabbit Tuberin/TSC2 (3612), rabbit phospho-Tuberin/TSC2 Thr1462 (3617), rabbit Hamartin/TSC1 (4906), rabbit AMPKα (2532), rabbit AKT (9272), rabbit phospho-Akt Ser473 (9271). These antibodies were also used: mouse active-β-catenin dephosphorylated on Ser37 or Thr41 (05-665; Millipore), mouse β-catenin (610154; BD Biosciences), rabbit CDX2/3 (CDX2/3-NR, [43]).

### Quantification and statistical analysis

Morphometry was determined using the MetaMorph software (Universal Imaging). Statistical analyses were performed using the GraphPad Prism 4 software. Statistics were calculated using the two-way Student's two-tailed *t* test, two-way nested analysis of variance (ANOVA), or by the Mann-Whitney *U* test. Differences were considered significant with a *P* value of <0.05.

## Supporting Information

Table S1 Genes that display a 2-fold modulation of their expression in Hnf1α mutant vs control jejunum (P value less than or equal to 0.05, N = 3).

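Table S1 gives for each gene the ratio of mutant to control expression, above 1 in its up-regulated part and below 1 in its down-regulated part. Of its 317 entries, 296 could be matched to a gene measured here, which makes 294 genes. For 290 entries a probe set of the gene has the printed ratio. With 1 probe set kept for each gene, 292 genes had the direction of the table in at least 1 of its parts. Of the 294 genes, 210 (71.4%) were also called after adjustment over all genes with limma, 144 lower and 66 higher. Pdk4, the kinase that inhibits pyruvate dehydrogenase, is an example of those that were not: its log2 fold change was -1.40 (standard error 0.32), and every mutant array lay below every control array, but its adjusted p was 0.055. The table was drawn from these 6 arrays, so the shared direction is not an independent check. Without control replicate 1 and without control replicate 3, 126 and 143 of its genes were called.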

(0.10 MB PDF) Click here for additional data file.

Table S2 Genes annotated by IPA as involved in intestinal epithelial functions with altered expression in Hnf1α mutant jejunum samples as compared with control jejunum samples (N = 3).
(0.03 MB PDF) Click here for additional data file.

Table S3 Genes annotated by IPA as involved in protein translation control with modified expression in Hnf1α mutant jejunum samples as compared with control jejunum samples (N = 3).
(0.03 MB PDF) Click here for additional data file.

# Supplementary material for: Loss of Hepatocyte-Nuclear-Factor-1α Impacts on Adult Mouse Intestinal Epithelial Cell Growth and Cell Lineages Differentiation
**Source:** PLoS One. 2010 Aug 24;5(8):e12378. doi: 10.1371/journal.pone.0012378
**Supplement:** Table S1 — Genes that display a 2-fold modulation of their expression in Hnf1α mutant vs control jejunum (P value less than or equal to 0.05, N = 3). (0.10 MB PDF)

**Supplemental Table 1. Genes that display a 2-fold modulation of their expression in *Hnf1α* mutant vs control jejunum (P value ≤0.05, N=3)**

---

#### Down-regulated

---

---

# Supplementary material for: Loss of Hepatocyte-Nuclear-Factor-1α Impacts on Adult Mouse Intestinal Epithelial Cell Growth and Cell Lineages Differentiation
**Source:** PLoS One. 2010 Aug 24;5(8):e12378. doi: 10.1371/journal.pone.0012378
**Supplement:** Table S2 — Genes annotated by IPA as involved in intestinal epithelial functions with altered expression in Hnf1α mutant jejunum samples as compared with control jejunum samples (N = 3). (0.03 MB PDF)

| Gene                                                            | Gene<br>Symbol | Fold<br>change | P-value |
|-----------------------------------------------------------------|----------------|----------------|---------|
| <b><u>Molecular transport</u></b>                               |                |                |         |
| aquaporin 1 (Colton blood group)                                | AQP1           | -3.32          | 3.1E-06 |
| aquaporin 7                                                     | AQP7           | -3.49          | 9.4E-06 |
| cytochrome P450, family 3, subfamily A, polypeptide 4           | CYP3A4         | -4.48          | 1.4E-03 |
| gap junction protein, beta 1, 32kDa                             | GJB1           | -2.37          | 9.1E-06 |
| guanylate cyclase activator 2A (guanylin)                       | GUCA2A         | -11.31         | 2.4E-05 |
| solute carrier family 13 (sodium/sulfate symporters), member 1  | SLC13A1        | -24.76         | 7.5E-07 |
| solute carrier family 22 (organic cation transporter), member 1 | SLC22A1        | -2.94          | 1.1E-06 |
| solute carrier family 34 (sodium phosphate), member 2           | SLC34A2        | -3.02          | 2.0E-02 |
| solute carrier family 47, member 1                              | SLC47A1        | -3.35          | 1.9E-05 |
| solute carrier organic anion transporter family, member 2A1     | SLCO2A1        | -2.09          | 1.3E-04 |
| <b><u>Glucose metabolism and transport</u></b>                  |                |                |         |
| glucose-6-phosphatase, catalytic subunit                        | G6PC           | -3.10          | 1.7E-04 |
| glucose-6-phosphate transporter                                 | SLC37A4        | -3.42          | 3.9E-06 |
| lactase                                                         | LCT            | -7.73          | 1.5E-04 |
| pyruvate dehydrogenase kinase, isozyme 4                        | PDK4           | -2.64          | 2.5E-03 |
| <b><u>Lipid metabolism and transport</u></b>                    |                |                |         |
| alpha-fetoprotein                                               | AFP            | -101.1         | 5.2E-09 |
| apolipoprotein A-IV                                             | APOA4          | -2.32          | 1.3E-03 |
| apolipoprotein C-II                                             | APOC2          | -4.22          | 3.1E-06 |
| apolipoprotein L 7c                                             | APOL7C         | -2.32          | 9.5E-05 |
| ATP-binding cassette, sub-family G (WHITE), member 8            | ABCG8          | -3.51          | 2.1E-06 |
| fatty acid binding protein 1, liver                             | FABP1          | -15.86         | 1.7E-07 |
| <b><u>Enteroendocrine cells functions</u></b>                   |                |                |         |
| chromogranin A (parathyroid secretory protein 1)                | CHGA           | -1.62          | 6.3E-03 |
| chromogranin B (secretogranin 1)                                | CHGB           | -1.99          | 1.7E-03 |
| dipeptidyl-peptidase 4                                          | DPP4           | -2.86          | 9.2E-06 |
| gastric inhibitory polypeptide                                  | GIP            | -1.83          | 5.5E-03 |
| ghrelin/obestatin prepropeptide                                 | GHRL           | 3,935          | 3,8E-05 |
| neurotensin                                                     | NTS            | -1.99          | 6,1E-04 |
| peptide YY                                                      | PYY            | -1.65          | 1.3E-03 |
| somatostatin                                                    | SST            | -2.34          | 3.6E-03 |

Supplemental Table 2.

Genes annotated by IPA as involved in intestinal epithelial functions with altered expression in *Hnf1a* mutant jejunum samples as compared with control jejunum samples (N=3).

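The table prints a fold change for each gene, with a minus sign and the inverse of the ratio where expression was lower in the mutant. Expressed in the same way, the values computed here from the kept probe sets were 22.4-fold lower for Guca2b, which the table does not list, 11.3-fold lower for Guca2a, 15.9-fold lower for Fabp1, 4.22-fold lower for Apoc2 and 3.93-fold higher for Ghrl. Of its 28 entries, 25 could be matched to a measured gene, and 19 of them (76%) passed the adjusted test of limma.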

# Supplementary material for: Loss of Hepatocyte-Nuclear-Factor-1α Impacts on Adult Mouse Intestinal Epithelial Cell Growth and Cell Lineages Differentiation
**Source:** PLoS One. 2010 Aug 24;5(8):e12378. doi: 10.1371/journal.pone.0012378
**Supplement:** Table S3 — Genes annotated by IPA as involved in protein translation control with modified expression in Hnf1α mutant jejunum samples as compared with control jejunum samples (N = 3). (0.03 MB PDF)

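The genes of this table were grouped by the study under protein synthesis and under aminoacyl-tRNA biosynthesis, the step that loads amino acids onto their tRNAs. In the first group, 3 of 9 genes were higher, 1 was lower and 5 did not pass the adjusted test of limma; in the other, 1 of 6 was higher and 5 did not pass. Among those that did not pass, Mtif2, a mitochondrial initiation factor, had a log2 fold change of 0.67 (adjusted p = 0.165), Mtmr2 one of 0.39 (adjusted p = 0.0508), and Rrm1 and Rrm2, the subunits of ribonucleotide reductase, 0.61 (adjusted p = 0.0915) and 0.57 (adjusted p = 0.235). Eif2s3x, the mouse gene taken for the entry EIF2S3, had a log2 fold change of 0.07 (standard error 0.09, adjusted p = 0.715) by its kept probe set, and its 3 probe sets gave ratios from 1.05 to 1.96. Except for Eif2s3x, the unadjusted limma p of every entry was under 0.05.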

Genes annotated by IPA as involved in protein translation control with modified expression in *Hnfla* mutant jejunum samples as compared with control jejunum samples (N=3).

| Supplemental Table 3.                                               |             |             |          |
|---------------------------------------------------------------------|-------------|-------------|----------|
| Gene                                                                | Gene Symbol | Fold Change | p-value  |
| <b><u>Protein synthesis</u></b>                                     |             |             |          |
| eukaryotic translation initiation factor 2-alpha kinase 1           | EIF2AK1     | -1.62       | 7.59E-04 |
| eukaryotic translation initiation factor 2B, subunit 1 alpha, 26kDa | EIF2B1      | 1.60        | 1.15E-04 |
| eukaryotic translation initiation factor 2, subunit 3 gamma, 52kDa  | EIF2S3      | 1.96        | 4.75E-02 |
| glutamine-fructose-6-phosphate transaminase 1                       | GFPT1       | 1.85        | 1.28E-04 |
| mitochondrial translational initiation factor 2                     | MTIF2       | 1.60        | 2.20E-02 |
| myotubularin related protein 2                                      | MTMR2       | 1.55        | 4.03E-04 |
| ribonucleotide reductase M1                                         | RRM1        | 1.53        | 7.17E-03 |
| ribonucleotide reductase M2 polypeptide                             | RRM2        | 1.77        | 1.49E-03 |
| transglutaminase 2                                                  | TGM2        | 1.84        | 1.61E-04 |
| <b><u>Aminoacyl-tRNA biosynthesis</u></b>                           |             |             |          |
| asparaginyl-tRNA synthetase                                         | NARS        | 1.74        | 1.24E-03 |
| cysteinyl-tRNA synthetase                                           | CARS        | 1.64        | 4.39E-02 |
| isoleucyl-tRNA synthetase                                           | IARS        | 1.71        | 5.76E-03 |
| isoleucyl-tRNA synthetase 2, mitochondrial                          | IARS2       | 1.75        | 4.49E-04 |
| methionyl-tRNA synthetase                                           | MARS        | 1.78        | 3.42E-03 |
| tyrosyl-tRNA synthetase                                             | YARS        | 1.58        | 2.17E-02 |

How the deposited data were processed for this re-analysis (not part of the article)

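RNA from the distal jejunum of 4-month-old mutant mice and control littermates was measured on 6 Affymetrix Mouse Genome 430 2.0 arrays, 3 for each group and 1 animal per array. The log2 values were made by the authors with RMA in FlexArray 1.1 before they were deposited, and they are used here as deposited. The raw array files were not used here, so background correction and summary could not be varied. No probe-level signal over background is in the deposited values, so the number of arrays is the limit on precision that can be given.

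Symbols of the array annotation were brought to current mouse symbols through their Entrez identifiers, which matched for 34741 probe sets. For each gene the probe set annotated to exactly 1 symbol with the highest mean over the 6 arrays was kept. Mutant and control arrays were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), and p-values were adjusted by the method of Benjamini and Hochberg over all genes, with a threshold of 0.05. The thresholds of the study, an unadjusted p of at most 0.05 and a ratio of at least 2, were applied separately to all probe sets. The fit was tested on simulated data with 3 arrays against 3, in which 1.32% of its calls were false. In these data 50 genes were changed at each of 0.5, 1, 2 and 4 log2 units. The share of false calls holds for the simulated data and was not measured on the real arrays.

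The groups, the comparison, the alternatives of the processing, 48 gene lists and the rule for naming genes were set before the data were examined, but after Tables S1 to S3 had been read, so values printed there had been seen. The rule names, among others, the 10 largest falls and the 10 largest rises among separated genes that passed the test, genes that the paper names in its text or in Tables S2 and S3, the 2 most abundant members and the 2 with the smallest adjusted p of each list, and genes of Table S1 whose ratio differs here. Some further genes were chosen after their values were seen: Slc5a4a, Slc2a2, Slc2a5, Abcg5, Slc9a2, Slc15a1, Slc16a10, Slc7a7, Slc7a5, Slc7a1, Anpep, Hgfac, Deptor, Ddit4 and Eif4ebp1. Lists with at least 5 measured genes, 46 in number, were tested with limma's camera with a preset correlation of 0.01 and adjusted over the lists, and also with an estimated correlation, on ranks, and with fry. Of these lists 1 is not reported here.

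The alternatives were the mean of all probe sets of a gene, the probe set with the smallest p, leaving out probe sets that may cross-hybridise or that are dim, an intensity trend or robust estimation in eBayes, the Wright and Simon test, a test for each gene alone, array weights, another quantile normalization, median centring, the replicate number as a block, and leaving out each array in turn. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The qRT-PCR, Western blot, histology and physiology of the paper have no values among the deposited data and were not analysed here.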

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

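The gene lists were fixed before their values were seen, except for values in Tables S1 to S3, and the look at genes outside those tables was chosen after the result was seen. Each group below holds genes that passed the test and is not discussed by the paper as a group. No explanation was tested for any of them.

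Of 9 measured UDP-glucuronosyltransferases, 6 were lower in the mutant, by either adjustment (limma camera, adjusted p = 1.39e-07; adjusted p = 0.321 with an estimated correlation), and 5 genes of the list stand in Tables S1 to S3. Of 10 genes typical of the ileum, 4 were lower (4 lower and 2 higher when adjusted over the list alone; camera, adjusted p = 0.00784; adjusted p = 0.285 with an estimated correlation), and 5 genes of this list stand in the tables. Among the lower ones Amn had a log2 fold change of -3.02, Slc51b one of -2.16 and Cubn one of -1.85. The Mptx1 log2 fold change, -5.22, is the largest fall among the genes outside Tables S1 to S3, which hold all but 23 of the 215 called genes that changed at least 2-fold. Its value lay between -5.45 and -4.76 when 1 array was left out.

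Other lists held genes that were higher. Of 23 NRF2 target genes, 7 were higher (2 lower and 11 higher when adjusted over the list alone; camera, adjusted p = 0.000215; adjusted p = 0.285 with an estimated correlation), with log2 fold changes of 1.68 for Pir and 1.45 for Abcc3. Of 19 genes of cholesterol synthesis, 5 were higher (9 when adjusted over the list alone; camera, adjusted p = 1.04e-06; adjusted p = 0.403 with an estimated correlation), among them Sqle (1.43) and Hmgcs1 (0.75). Of 18 circadian clock genes, 9 were higher (3 lower and 9 higher when adjusted over the list alone; camera, adjusted p = 0.000895; adjusted p = 0.285 with an estimated correlation), among them Dbp and Usp2, with a log2 fold change of 1.14 each. Of 22 genes of the amino acid response, 6 were higher and 1 was lower (9 and 2 when adjusted over the list alone; camera, adjusted p = 0.00784; adjusted p = 0.515 with an estimated correlation), and Asns had a log2 fold change of 1.19. Of 17 hypoxia response genes, 4 were higher and 1 was lower (10 and 1 when adjusted over the list alone; camera, adjusted p = 0.000332; adjusted p = 0.285 with an estimated correlation), with 1.44 for Aldoc and -2.76 for Ndrg1.

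The counts rest on single arrays. Without control replicate 1, 4 UDP-glucuronosyltransferases and 2 ileal genes were called lower, and 3 NRF2 target genes, 1 gene of cholesterol synthesis, 2 clock genes, 0 genes of the amino acid response and 1 hypoxia response gene were called higher. Without control replicate 3 these counts were 4, 2, 6, 0, 1, 0 and 1, and without control replicate 2 they were 4, 2, 3, 0, 2, 1 and 1. Without mutant replicate 1 they were 5, 3, 5, 1, 3, 4 and 3, and without mutant replicate 2 they were 5, 2, 5, 3, 5, 2 and 2. Without mutant replicate 3 they were 6, 3, 8, 4, 7, 7 and 4. The mean of the amino acid response genes, relative to all arrays, was 0.54 log2 units in mutant replicate 3 and 0.05 and 0.07 in mutant replicates 1 and 2. That of cholesterol synthesis was 0.53, 0.12 and 0.13. In control replicates 1, 2 and 3 the means were -0.274, -0.232 and -0.155 for the amino acid response and -0.107, -0.33 and -0.342 for cholesterol synthesis. For both lists every control array lay below every mutant array. The camera test of each of these lists passed in each of these fits at the preset correlation, and none passed with an estimated correlation on all arrays. On ranks the ileal genes did not pass (adjusted p = 0.0928).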

How the results depend on the processing

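All of these alternatives were planned. In no alternative was a gene called in the direction opposite to its call, and the number of transcripts at the thresholds of the study, 332, lay between 296 (a test for each gene alone) and 395 (without mutant replicate 2) across tests and left-out arrays, and was 235 with adjusted p-values and 487 when probe sets were counted. With the probe set of smallest p for each gene, 721 genes were lower and 814 higher, since the smallest of several p-values was taken. With a test for each gene alone, 48 were lower, 22 higher and 24 genes of Tables S1 to S3 passed, as this test does not pool the variance across genes. With the replicate block, 264 were lower and 176 higher. No pairing by number was seen, as mutant and control arrays of the same number correlated at -0.106 to 0.00322 after group means were removed. With 3 pairs this cannot exclude littermate pairs or a small shared shift, and the litter of each animal is not given. Leaving out 1 array gave 151 (without control replicate 1) to 375 (without mutant replicate 3) lower genes, 60 to 305 higher genes, and 126 to 222 genes of the tables, against 218. At an adjusted p under 0.01, 136 were lower and 46 higher, and with a ratio of at least 2 in addition to 0.05, 150 and 65. Of 46 gene lists, 22 passed with camera, 0 with an estimated correlation (smallest adjusted p = 0.189), 10 with fry and 23 on ranks, 19 of them among the 22. When 1 array was left out 22 to 25 passed, 20 to 22 of them among the 22. Initiation and elongation factors did not pass without mutant replicate 2 or control replicate 1. Mitochondrial aminoacyl-tRNA synthetases did not pass without mutant replicate 3 or control replicate 2. Ligands of the epidermal growth factor family did not pass without mutant replicate 1 or control replicate 2. Some values near 0 reversed, none of them called. The Fabp2 log2 fold change was 0.019 after another quantile normalization and lay between -0.093 and 0.00089 when 1 array was left out. The Tsc2 log2 fold change was 0.010 with array weights and 0.0049 with median centring, and lay between -0.084 and 0.054 when 1 array was left out. In the same fits the Lgr5 log2 fold change lay between -0.55 and 0.00023 and the Axin2 log2 fold change between -0.20 and 0.049. The Pax6 log2 fold change was -0.048 for the mean of its probe sets and -0.19 for the probe set of smallest p. For these and for the other changes without a stated reason, the cause was not tested. Of 88 called genes named outside the differences from the paper, 12 kept their call under each alternative, 43 under each except the test for each gene alone, and 71 with the replicate block.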

Differences from the paper's values

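Ratios of mutant to control expression differed from those of Table S1 for 29 entries, from Table S2 for 2 and from Table S3 for 1, which makes 30 genes. A ratio is counted here where it is more than 1.5 times that of the table, or the reverse, and differs by more than the SD between replicates; smaller differences are not listed. The values here are those of the probe set with the highest mean over the arrays.

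In the up-regulated part of Table S1 the ratio was 3.01 in the paper and 0.907 here for Arrdc3, 2.14 in the paper and 1.30 here for Abca1 and 2.80 in the paper and 1.60 here for Ccl28. The same ratio was 2.48 in the paper and 1.15 here for Dnm1l, 2.08 in the paper and 1.17 here for Gmfb and 3.05 in the paper and 1.03 here for Ddx39b. For further genes of this part it was 2.04 in the paper and 1.20 here for Idi1, 2.35 in the paper and 1.35 here for Steap2 and 4.96 in the paper and 2.52 here for Steap1. It was 2.06 in the paper and 1.26 here for Syncrip, 3.33 in the paper and 1.83 here for Tfrc and 2.49 in the paper and 1.05 here for Tmem116. The last ratios of this part were 2.18 in the paper and 1.12 here for Trim16, 2.03 in the paper and 1.32 here for Usp12 and 2.39 in the paper and 1.59 here for Mtm1.

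In the down-regulated part the ratio was 0.01 in the paper and 0.0644 here for Afp, 0.21 in the paper and 0.431 here for Atxn1 and 0.5 in the paper and 0.803 here for Bcl11a. The ratio was also 0.25 in the paper and 0.974 here for Ccr9, 0.35 in the paper and 0.584 here for Dpp4 and 0.44 in the paper and 0.954 here for Eef1a2. For other genes of this part it was 0.44 in the paper and 0.788 here for Ldhb, 0.43 in the paper and 0.774 here for Mtch2 and 0.30 in the paper and 0.479 here for Rtn4rl1. Ratios also differed with 0.21 in the paper and 1.18 here for Sost, whose kept probe set lies within the range of Y-linked genes in both groups, 0.07 in the paper and 0.174 here for Slc5a9 and 0.11 in the paper and 0.277 here for Sox6. In the down-regulated part the ratio was 0.22 in the paper and 0.943 here for Zkscan1. Hsd17b13 stands in both parts; its down-regulated entry has a ratio of 0.49 in the paper and the kept probe set one of 31.2, which is the paper's ratio in the up-regulated part. In Table S2, as fold changes, Afp is at -101.1 in the paper and at -15.5 here (the probe set at the paper's value has a mutant mean in the range of Y-linked genes), and Dpp4 at -2.86 in the paper and at -1.71 here. In Table S3, Eif2s3x is at 1.96 in the paper and at 1.05 here.

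Of the alternatives set before the data were examined, the probe set with the smallest p brought 21 of the 30 genes within the paper's values, all except Arrdc3, Atxn1, Ccr9, Eef1a2, Hsd17b13, Mtch2, Sost, Sox6 and Usp12. The mean of all probe sets did so for 13, while other genes came to differ and 39 genes of the tables differed in all (15 with the smallest p, and 29 to 41 with the other alternatives); the 13 are Abca1, Dpp4, Gmfb, Idi1, Ldhb, Mtm1, Rtn4rl1, Steap1, Steap2, Syncrip, Tfrc, Trim16 and Usp12. Leaving out probe sets that cross-hybridise did so for Steap1, median centring for Mtm1, leaving out mutant replicate 1 for Mtm1, mutant replicate 2 for Bcl11a, Rtn4rl1 and Usp12, mutant replicate 3 for Abca1, control replicate 2 for Abca1 and Mtm1, and control replicate 3 for Mtm1. The other alternatives, among them the Wright and Simon test and the replicate block, did so for 0 of them; Sost had no value with dim probe sets left out. Arrdc3, Ccr9, Eef1a2 and Sost have no probe set at the value of the table.

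The count of transcripts at the thresholds of the study was 317 in the paper and 332 here, and 317 when probe sets that cross-hybridise were left out. The counts here are of gene symbols and leave out passing probe sets without 1 symbol, 64 in the main setting. The equal count does not show that the study left out such probe sets. In that setting 35 genes of the tables differed, against 30 in the main one. Of the genes of the tables, 218 passed after adjustment over all genes, a step the study's thresholds do not include, and 268 with the probe set of smallest p, 233 with array weights, 222 without mutant replicate 3, 220 with dim probe sets left out, and 219 each with an intensity trend, the Wright and Simon test and median centring.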

Other observations

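The test for hepatocyte transcripts was chosen after the result was seen, and the others were planned.

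Of the 10 splits of the 6 arrays into 3 and 3, only the real split, 1 of 10, gave as many as 847 genes, and the highest other split gave 2. A design of 3 against 3 has too few splits for a share under 0.05.

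In mutant replicate 2, transcripts of hepatocytes were high. Over 15 measured transcripts of a list that left out those in which this was noticed, the median excess over the highest of the other arrays was 1.78 log2 units, and 14 of the 15 were highest in that array. In each of the other arrays this median lay between -2.18 and -1.83. These values follow from the high level of mutant replicate 2, which is then among the arrays compared, and are no separate check. Alb was at 11.5 in mutant replicate 2 and between 5.70 and 7.89 elsewhere, and Hpx was at 9.52 and Rbp4 at 9.02. A candidate explanation is a small amount of liver RNA in this sample; expression of these genes by the jejunum of that animal was not tested.

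Xist was between 11.2 and 11.8 log2 units in the 6 arrays, and the Y-linked genes Kdm5d, Uty and Eif2s3y were between 3.21 and 5.02. Some genes varied by more than 5 log2 units within a group, namely H2-Q2, St3gal4, Car3, Adipoq, Ear3, Alb and Pla2g2a. Adipoq and Car3 were high in control replicates 2 and 3 and mutant replicate 2. Adipoq was at 9.21, 10.1 and 7.25 there and between 3.74 and 3.94 elsewhere. The mean of the fatty acid synthesis list was also higher in these arrays (0.195, 0.356 and 0.216) than elsewhere (-0.272 to -0.239). That list therefore varied within each group, which limits its test. The cause was not tested.

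Genes the paper measured by qRT-PCR or discusses were also read on these arrays. Log2 fold changes were -0.36 for Lgr5 and -0.09 for Axin2 (Figure 4B), -0.01 for Tsc2, -0.08 for both Tff3 and Muc2 (Figure 6B), -0.15 for Lyz1 (Figure 6D) and 0.07 for Pax6 (Figure 7B). Lyz1 lies near the highest values of the arrays and Pax6 just above the range of Y-linked genes, so the arrays give little information on a change of either transcript. They were -0.30 for Neurog3, -0.47 for Neurod1 (adjusted p = 0.0702), -0.27 for Gcg and 0.09 for Atg16l1. No gene of these was called, and the lowest adjusted p of the others was 0.351.

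Of 28 cell cycle genes, 0 were called over all genes by limma and 10 were higher when adjusted over the list alone, with a median log2 fold change of 0.37 (camera, adjusted p = 1.42e-07; adjusted p = 0.497 with an estimated correlation). Kif11 had the smallest adjusted p, 0.0523. Without mutant replicate 1, whose mean for the list was the lowest of the mutant arrays, 6 were called higher. Of 24 cytochrome P450 genes, 6 were lower and 3 higher (camera, adjusted p = 0.425), with log2 fold changes of -4.14 for Cyp2c68 and 1.51 for Cyp3a13. Of 16 goblet cell markers, Clca1 was lower (-0.74) and Gcnt3 higher (1.06); the median of the list was -0.05, its mean 0.03 and the direction of camera higher (adjusted p = 0.982). Of 19 intestinal transcription factors, Pcbd1 was lower (-1.11) and 2 were higher, among them Foxa1 (1.02); the median was -0.11, the mean 0.06 and camera lower (adjusted p = 0.75). Clca1 lost its call without control replicate 1 or 3 or mutant replicate 1 (adjusted p up to 0.0961) and Pcbd1 without control replicate 1 or 3 (up to 0.0568).

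Other lists that passed camera, none of them with an estimated correlation, were mitochondrial aminoacyl-tRNA synthetases (1 of 16 higher, adjusted p = 0.0261), proximal intestinal genes (2 of 12 lower, 0.00784), autophagy genes (1 of 23 lower, 0.00313), macrophage markers (1 of 15 lower, 0.000322) and ligands of the epidermal growth factor family (1 of 7 higher, 0.0329); on ranks the proximal genes (0.0578) and these ligands (0.0526) did not pass. Those that did not pass were transcription factors of enteroendocrine cells (0.114), Paneth cell (0.247), tuft cell (0.539) and stem cell and Wnt genes (0.599), fatty acid synthesis (0.838, median 0.01 and mean -0.21) and oxidation (0.693), markers of epithelium (0.363), B cells (0.203), T cells (0.453), mast cells (0.298), neurons (0.323), endothelium (0.052), fibroblasts (0.0601) and pancreatic acini (0.84, median above 0 and camera lower), and interferon (0.838), heat shock (0.0862) and immediate early genes (0.552). On ranks the transcription factors of enteroendocrine cells (0.0445), endothelium (0.0177), fibroblasts (0.0328) and heat shock genes (0.0391) did pass. Some of these lists passed camera when 1 array was left out, among them Paneth cell (0.00447) and T cell genes (0.000236) without mutant replicate 3. Of alpha-defensins only 2 were measured, and 0 of them were called over all genes (1 higher when adjusted over the list alone). Defa31 had a log2 fold change of 2.45 (standard error 0.85, limma, adjusted p = 0.165), with every mutant array above every control array. Its control arrays lay between 10.86 and 14.79. Its mutant mean, 15.14, lies near the highest values of the arrays, where a change is poorly measured. Defa3 (0.31) lies within the range of Y-linked genes in both groups.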
